# Bidirectional epithelial–mesenchymal crosstalk provides self-sustaining profibrotic signals in pulmonary fibrosis

**DOI:** 10.1016/j.jbc.2021.101096

**Published:** 2021-08-18

**Authors:** Liudi Yao, Yilu Zhou, Juanjuan Li, Leanne Wickens, Franco Conforti, Anna Rattu, Fathima Maneesha Ibrahim, Aiman Alzetani, Ben G. Marshall, Sophie V. Fletcher, David Hancock, Tim Wallis, Julian Downward, Rob M. Ewing, Luca Richeldi, Paul Skipp, Donna E. Davies, Mark G. Jones, Yihua Wang

**Keywords:** pulmonary fibrosis, epithelial–mesenchymal transition, ZEB1, SPARC, EGFR, RAS, TGF-β, ATII, alveolar epithelial type II, CM, conditioned media, DEG, differentially expressed gene, ECM, extracellular matrix, EGFR, epithelial growth factor receptor, EMT, epithelial–mesenchymal transition, ERK, extracellular-regulated kinase, FDR, false discovery rate, GO, Gene Ontology, GSVA, gene set variation analysis, IPF, idiopathic pulmonary fibrosis, IPFF, IPF fibroblast, NHLF, normal human lung fibroblast, 4-OHT, 4-hydroxytamoxifen, α-SMA, α-smooth muscle actin, SPARC, secreted protein acidic and rich in cysteine, TGF-β, transforming growth factor-β, tPA, tissue plasminogen activator, ZEB1, zinc finger E-box-binding homeobox 1

## Abstract

Idiopathic pulmonary fibrosis (IPF) is the prototypic progressive fibrotic lung disease with a median survival of 2 to 4 years. Injury to and/or dysfunction of the alveolar epithelium is strongly implicated in IPF disease initiation, but the factors that determine whether fibrosis progresses rather than normal tissue repair occurs remain poorly understood. We previously demonstrated that zinc finger E-box-binding homeobox 1–mediated epithelial–mesenchymal transition in human alveolar epithelial type II (ATII) cells augments transforming growth factor-β–induced profibrogenic responses in underlying lung fibroblasts *via* paracrine signaling. Here, we investigated bidirectional epithelial–mesenchymal crosstalk and its potential to drive fibrosis progression. RNA-Seq of lung fibroblasts exposed to conditioned media from ATII cells undergoing RAS-induced epithelial–mesenchymal transition identified many differentially expressed genes including those involved in cell migration and extracellular matrix regulation. We confirmed that paracrine signaling between RAS-activated ATII cells and fibroblasts augmented fibroblast recruitment and demonstrated that this involved a zinc finger E-box-binding homeobox 1–tissue plasminogen activator axis. In a reciprocal fashion, paracrine signaling from transforming growth factor-β–activated lung fibroblasts or IPF fibroblasts induced RAS activation in ATII cells, at least partially through the secreted protein acidic and rich in cysteine, which may signal *via* the epithelial growth factor receptor *via* epithelial growth factor–like repeats. Together, these data identify that aberrant bidirectional epithelial–mesenchymal crosstalk in IPF drives a chronic feedback loop that maintains a wound-healing phenotype and provides self-sustaining profibrotic signals.

Fibrotic diseases are a major cause of morbidity and mortality worldwide, and their prevalence is increasing with an ageing population (1). Development of effective treatments for progressive fibrosis is considered one of the most challenging tasks in modern medicine.

Our studies focus within the lung upon fibrotic interstitial lung diseases, a diverse group of conditions that affect the space between the alveolar epithelium and the capillary endothelium to cause varying degrees of inflammation and fibrosis. Once considered rare, epidemiologic investigations have found them to be more common than previously recognized, with interstitial lung abnormalities detected in 7% of the general population (aged older than 50 years) resulting in an increase in all-cause mortality (hazard ratio = 2.7) (2). Idiopathic pulmonary fibrosis (IPF) is the prototypic chronic progressive fibrotic interstitial lung disease, affecting five million people worldwide (3). Like many fibrotic disorders, IPF is characterized by enhanced deposition and remodeling of the extracellular matrix (ECM). This leads to decreased lung compliance, disrupted gas exchange, and ultimately respiratory failure and death. Median survival from diagnosis is 2 to 4 years, and approved therapies only slow disease progression, so there is a significant unmet need.

An overexuberant wound healing response is regarded as a canonical cause of organ fibrosis (4). Abnormal wound healing may occur as a consequence of multiple stimuli, including infections, chemical exposures, and physical injuries (1, 5). Whilst injury to and/or dysfunction of the alveolar epithelium is strongly implicated in IPF disease initiation, the factors that determine whether fibrosis progresses rather than normal tissue repair occurs remain poorly understood.

In this study, we identify that aberrant bidirectional epithelial–mesenchymal crosstalk provides self-sustaining activation signals driving disease progression in pulmonary fibrosis. Building on our previous report (6), we provide evidence that alveolar epithelial type II (ATII) cells undergoing RAS-induced epithelial–mesenchymal transition (EMT) utilize a zinc finger E-box-binding homeobox 1 (ZEB1)–tissue plasminogen activator (tPA) axis to provide paracrine signals that augment fibroblast recruitment and activation. In reciprocal paracrine signaling, transforming growth factor-β (TGF-β)–activated fibroblasts or IPF fibroblasts (IPFFs) induce RAS activation in ATII cells, which is at least partially driven by secreted protein acidic and rich in cysteine (SPARC). These findings support the concept that aberrant bidirectional epithelial–mesenchymal crosstalk contributes to the development of a profibrogenic microenvironment in which a chronic wound healing response leads to interstitial lung fibrosis.

## Results

### Global transcriptomic changes in fibroblasts exposed to conditioned media from RAS-activated ATII cells identify multiple processes including cell migration

We previously reported that RAS-induced EMT in the human ATII cell line, ATII^ER:KRASV12^ (in which RAS activation can be induced by 4-hydroxytamoxifen [4-OHT]) resulted in production of paracrine factors that augmented TGF-β-induced profibrogenic responses in lung fibroblasts (6). 

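The RNA-Seq data come from 6 libraries of MRC5 cells, a line of human lung fibroblasts. The fibroblasts were kept for 24 h in CM collected from ATII ER:KRASV12 cells, an epithelial line in which 4-OHT switches RAS signaling on. In 3 libraries the CM came from control cells (control ATII CM), and in the other 3 it came from cells treated with 4-OHT for 24 h (4-OHT ATII CM). The authors trimmed the paired-end reads with Trim Galore, mapped them to Ensembl GRCh38 with Hisat2 and counted them per gene with featureCounts, and they deposited these counts without normalization. The paper's text does not state the annotation release, whether the counting used the strand of the reads, or how reads that map to several places were treated. Values of genes whose exons overlap, or that have near-identical copies, are therefore less certain than those of other genes.

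Read counts on genes summed to 21324556, 17691849 and 22749248 in replicates 1 to 3 of control ATII CM (median 21324556). In replicates 1 to 3 of 4-OHT ATII CM they summed to 21798614, 25139285 and 26389449 (median 25139285). The table lists 58676 gene identifiers, 30927 of which have no count in any library. After the paper's filter on low abundance, 19072 genes with at least 10 counts summed over the 6 libraries were tested. Counts were normalized with edgeR's TMM method and compared between the 2 groups with its quasi-likelihood test and Benjamini-Hochberg adjustment. Levels are given as CPM, counts scaled to a common library size, with the SD over the 3 libraries of a group, and a positive log2 fold change means a higher level in 4-OHT ATII CM.

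Replicate libraries of a group differed by more than counting noise, with a chi-square per degree of freedom of 2.04 to 5.56 between pairs, so none was a second copy of another. The square root of the common dispersion, which is the typical variation of a gene's level between replicates beyond counting noise, was 4.36%. The first principal component held 43.4% of the variance and separated the groups. The second held 23.3% and set control ATII CM replicate 2, the library with the fewest counts, apart from the rest. Choices that could change the numbers are the test, the normalization, the filter on low counts and each single library.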

To determine if, and how, fibroblasts responded to epithelial signals in the absence of profibrogenic TGF-β signaling, we characterized the global transcriptomic changes in MRC5 lung fibroblasts exposed to conditioned media (CM) from control or RAS-induced ATII cells by performing RNA-Seq.

Genes with a false discovery rate (FDR)–adjusted *p* value less than 0.05 were considered as differentially expressed genes (DEGs). In total, 966 DEGs were identified, including 491 upregulated (Table S1) and 475 downregulated (Table S2) genes. 

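Of the 19072 genes tested with edgeR, 1090 (5.72%) were DEGs at an adjusted p below 0.05, 563 of them upregulated and 527 downregulated in 4-OHT ATII CM. Without adjustment, 3306 genes had a p below 0.05. Tables S1 and S2 hold 905 of these DEGs, all 905 with the same direction, and 185 DEGs are in neither table. A further 61 genes of the tables were not called. Most changes were small, with a median absolute log2 fold change of 0.26 and an interquartile range of 0.18 to 0.39. In 1069 DEGs (98.1%) the 3 values of one group did not overlap with the 3 of the other. This was so for 4208 (22.1%) of all genes tested, where chance gives 10%. A change of at least 1.5-fold was seen in 92 DEGs, and this added requirement moved the number of DEGs more than any other alternative. When 1 library at a time was left out, the number ranged from 533 without 4-OHT ATII CM replicate 2 to 1530 without control ATII CM replicate 2.

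The upregulated DEG with the smallest p was *SULF1* (ENSG00000137573), a protein-coding gene on chromosome 8 of GRCh38 from 69466624 to 69660915. Its level was 123 ± 1.53 CPM (SD, n = 3) in control ATII CM and 178 ± 6.43 CPM (SD, n = 3) in 4-OHT ATII CM, a log2 fold change of 0.53 (standard error 0.0374, adjusted p = 2.66e-06 from edgeR). *DCN* (ENSG00000011465, chromosome 12, 91140484 to 91183123), which encodes the proteoglycan decorin, followed with 3878 ± 5.38 CPM in control ATII CM and 4872 ± 139 CPM in 4-OHT ATII CM and a log2 fold change of 0.33 (standard error 0.0242). The next were *TSPAN12*, *TXNIP* and *RASL11A*, with log2 fold changes of 0.56, 0.50 and 0.58. Among downregulated DEGs the smallest p belonged to *HMGA1* (ENSG00000137309, chromosome 6, 34236873 to 34246231), at 697 ± 33.3 CPM in control ATII CM and 494 ± 9.91 CPM in 4-OHT ATII CM, a log2 fold change of -0.50 (standard error 0.0356). *SFRP1*, *IQGAP3*, *GAS6* and *TOP2A* followed with log2 fold changes of -0.69, -0.87, -0.37 and -0.56. Exons of *GAS6* overlap those of *GAS6-AS1* on the opposite strand. All 10 of these genes stayed DEGs in the same direction with every alternative test, normalization, filter and set of libraries, while most of them changed less than 1.5-fold.

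Only 22 DEGs changed at least 2-fold, 10 up and 12 down, and in 8 of the 22 every library of one group had 3 counts or fewer, so that the data give only a bound on the change. Copies on alternate contigs of the assembly, where reads of a gene can be lost or split, were found for 8 of the 22 and for 4 of the other 1068 DEGs. *NTAN1* (ENSG00000157045, chromosome 16, 15037853 to 15056079), the first gene of Table S1, is one with such a copy, and its exons also overlap those of *PDXDC1* on the opposite strand. Its counts were 4, 14 and 5 in control ATII CM and 14, 102 and 191 in 4-OHT ATII CM, so the groups overlapped, and the log2 fold change was 3.42 (standard error 0.682). *CUTA* (ENSG00000112514, chromosome 6, 33416442 to 33418317) also has an alternate copy, overlaps *PHF1* on the opposite strand, and had a log2 fold change of -2.56 (standard error 0.456). *BAG6* and *CSNK2B*, also on chromosome 6 and with alternate copies, had 195 and 113 counts in control ATII CM replicate 2 and at most 75 and 8 in any other library. *BFAR*, with an alternate copy too, had a log2 fold change of 1.17. *FP236383.5* (ENSG00000281181, chromosome 21, 8437629 to 8438551) is a long noncoding RNA gene with near-identical transcripts in 3 other genes, and its 453, 138 and 42 counts in 4-OHT ATII CM varied more than 10-fold. Among genes with no alternate copy, *C3*, *OTULINL* and *IL21R* rose by log2 fold changes of 1.05, 0.98 and 0.97, and *MND1* and ENSG00000284946, whose exons overlap *VPS33B*, *PRC1* and *PRC1-AS1*, changed by -1.04 each. Of these 5 genes, *OTULINL* alone was a DEG in every alternative.

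**Figure D1:**
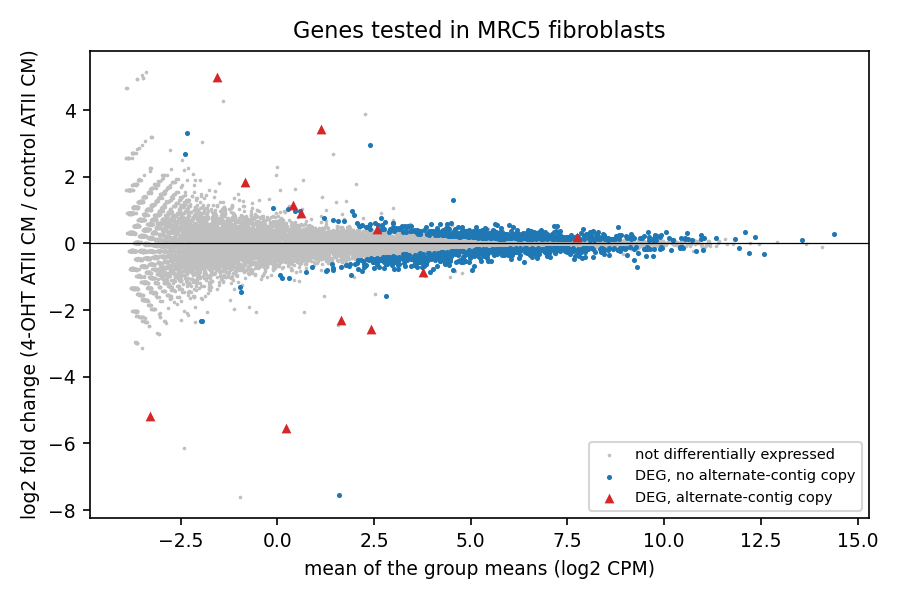
Log2 fold change of each gene tested (4-OHT ATII CM over control ATII CM, vertical axis) against its mean level in log2 CPM (horizontal axis). Gray points are genes that were not DEGs, blue points are DEGs without an alternate-contig copy, and red triangles are the 12 DEGs with one. Most DEGs lie close to 0, and several of those with the largest changes are red triangles.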

We then performed Gene Ontology (GO) enrichment analysis of the identified DEGs using PANTHER (http://pantherdb.org/) (7). The results were grouped into molecular function, biological process, and cellular component. Interestingly, several IPF-related pathological terms were identified, including ECM and collagen, cell migration, and response to cytokine growth factor inflammatory stimulus, which included TGF-β receptor signaling (FDR <0.05; Figs. 1*A* and S1; Tables S3 and S4). Of these, cell migration and collagen containing ECM were among the top ten ranked GO terms from the biological process category (Fig. 1*B*). These results extend our previous report (6) by demonstrating that CM from RAS-activated ATII cells regulates the expression of many genes that augment fibroblast activation and migration independent of exogenous TGF-β. 

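The GO annotation was not used here, and ECM and collagen were followed through all genes whose symbol marks a collagen chain, 34 of 44 of which passed the count filter. The median log2 fold change of the collagen genes was -0.025, with 13 genes higher and 21 lower in 4-OHT ATII CM, and 2 of the 34 had 3 counts or fewer in every library of one group. A camera test on limma's voom values did not separate the list from the other genes (adjusted p = 0.930, from 0.0194 to 0.976 over the alternatives). Limma's fry test for change in either direction gave an adjusted p of 0.000104. That test asks whether genes of the list change at all and makes no comparison with the other genes, so it does not set the list apart. Among all genes tested, 4 collagen genes were upregulated DEGs and 1 was downregulated, and adjusted over the list alone the numbers were 6 and 5. The downregulated one was *COL6A3* (ENSG00000163359, chromosome 2 of GRCh38, 237324003 to 237414375), with 5177 ± 859 CPM (SD, n = 3) in control ATII CM and 4270 ± 121 CPM (SD, n = 3) in 4-OHT ATII CM and a log2 fold change of -0.28 (standard error 0.0773, adjusted p = 0.0460 from edgeR). Its groups overlapped, and it was not a DEG in 8 of its 17 alternatives, DESeq2 among them (adjusted p = 0.249, from 7.65e-20 to 0.778 over all). The direction of the whole list was not stable, since the median was -0.066 without control ATII CM replicate 2 and 0.012 without control ATII CM replicate 3. With all 6 libraries, removing each library's trend on GC content and gene length, a correction chosen after seeing the data, took the median of the log2 CPM differences from -0.0073 to 0.021.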

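Cell migration was followed through a list of 20 genes that promote fibroblast migration, written by hand because the gene lists of the GO terms were not used here. All 20 passed the count filter. Their median log2 fold change was 0.030, with 13 genes higher and 7 lower in 4-OHT ATII CM (camera, adjusted p = 0.0486). Estimating the correlation between the genes in place of the preset value gave an adjusted p of 0.136, and over all alternatives it ranged from 0.00140 to 0.136, so the call for the list depends on the setting. It was also lost when any of 4 libraries, control replicates 1 and 3 and 4-OHT replicates 2 and 3, was left out. Of the 20 genes, 2 were upregulated DEGs and none was downregulated, and these 2 also passed when adjusted over the list alone. *ITGB3* (ENSG00000259207, chromosome 17 of GRCh38, 47253846 to 47311816) encodes integrin β3. It rose from 25.0 ± 0.483 CPM (SD, n = 3) in control ATII CM to 32.6 ± 0.873 CPM (SD, n = 3) in 4-OHT ATII CM, a log2 fold change of 0.38 (standard error 0.0523, adjusted p = 0.000336 from edgeR). *THBS1* (ENSG00000137801, chromosome 15, 39581079 to 39599466) encodes thrombospondin-1 and overlaps exons of *FSIP1* on the opposite strand. It was at 1489 ± 75.1 CPM in control ATII CM and 1641 ± 22.2 CPM in 4-OHT ATII CM, a log2 fold change of 0.14 (standard error 0.0330, adjusted p = 0.0189). It was not a DEG without 4-OHT ATII CM replicate 2 or 3 (adjusted p = 0.0911 and 0.101), and over all its alternatives the adjusted p ranged from 7.64e-05 to 0.101.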

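The RNA of 14 genes of Table 1 was followed, whose proteins MRC5 cells secreted more of under TGF-β in the paper's proteomic experiment. Secreted protein and mRNA need not change alike, and in lung fibroblasts under TGF-β the same table gives the mRNA of *A2M* as lower and that of *COL12A1* as unchanged. In the fibroblasts exposed to CM, 4 of these genes were upregulated DEGs, 1 was a downregulated DEG, and the median log2 fold change of the 14 was 0.043, with 7 genes higher and 7 lower (camera, adjusted p = 0.0156, from 0.00924 to 0.289 over the alternatives). The highest of these values came from leaving out control ATII CM replicate 2. Adjusted over the list alone, all 7 of the higher genes and 2 of the lower ones passed the threshold. The upregulated DEGs were *A2M*, *TGFBI*, *THBS1* and *MMP2*. *A2M* (ENSG00000175899, chromosome 12 of GRCh38, 9067664 to 9116229), whose exons overlap *A2M-AS1* on the opposite strand, changed most, from 98.7 ± 7.44 CPM (SD, n = 3) in control ATII CM to 127 ± 3.36 CPM (SD, n = 3) in 4-OHT ATII CM, a log2 fold change of 0.36 (standard error 0.0482, adjusted p = 0.000331 from edgeR), which is opposite to the direction Table 1 gives for its mRNA under TGF-β. *TGFBI* (ENSG00000120708, chromosome 5, 136028895 to 136063818) was at 1969.96 ± 26.6 CPM in control ATII CM and 2218 ± 10.5 CPM in 4-OHT ATII CM, a log2 fold change of 0.17 (standard error 0.0241, adjusted p = 0.000441). *FN1* (ENSG00000115414, chromosome 2, 215360440 to 215436172), which encodes fibronectin, went the other way, from 6809.5 ± 1009 CPM in control ATII CM to 5465 ± 64.5 CPM in 4-OHT ATII CM. Its log2 fold change was -0.32 (standard error 0.0684, adjusted p = 0.0107), and it was not a DEG with DESeq2 (adjusted p = 0.0867) or when control ATII CM replicate 3 or 4-OHT ATII CM replicate 2 was left out. Over all its alternatives the adjusted p of *FN1* ranged from 9.87e-28 to 0.306. From the DEGs and their GO terms, the paper concludes that CM from RAS-activated ATII cells regulates many genes that augment activation and migration of fibroblasts without exogenous TGF-β.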

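*ACTA2* (ENSG00000107796) lies on chromosome 10 of GRCh38 from 88935074 to 88991339 on the minus strand, and its exons overlap those of *FAS* and *ACTA2-AS1* on the opposite strand. Its level was 379.6 ± 11.1 CPM (SD, n = 3) in control ATII CM and 399 ± 9.62 CPM (SD, n = 3) in 4-OHT ATII CM, and the values of the groups overlapped. The log2 fold change was 0.072 (standard error 0.0334, adjusted p = 0.282 from edgeR). Leaving out 4-OHT ATII CM replicate 1 gave the highest log2 fold change, 0.094, and leaving out control ATII CM replicate 1 the lowest, 0.049. In no alternative was *ACTA2* a DEG, with adjusted p values from 0.207 to 0.730.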

Of note, under these conditions, we did not see changes in expression of *ACTA2*, encoding α-smooth muscle actin (α-SMA) (adjusted *p* value equals 0.289), suggesting that the fibroblasts did not adopt a myofibroblast phenotype under the conditions tested.

**Figure 1:**
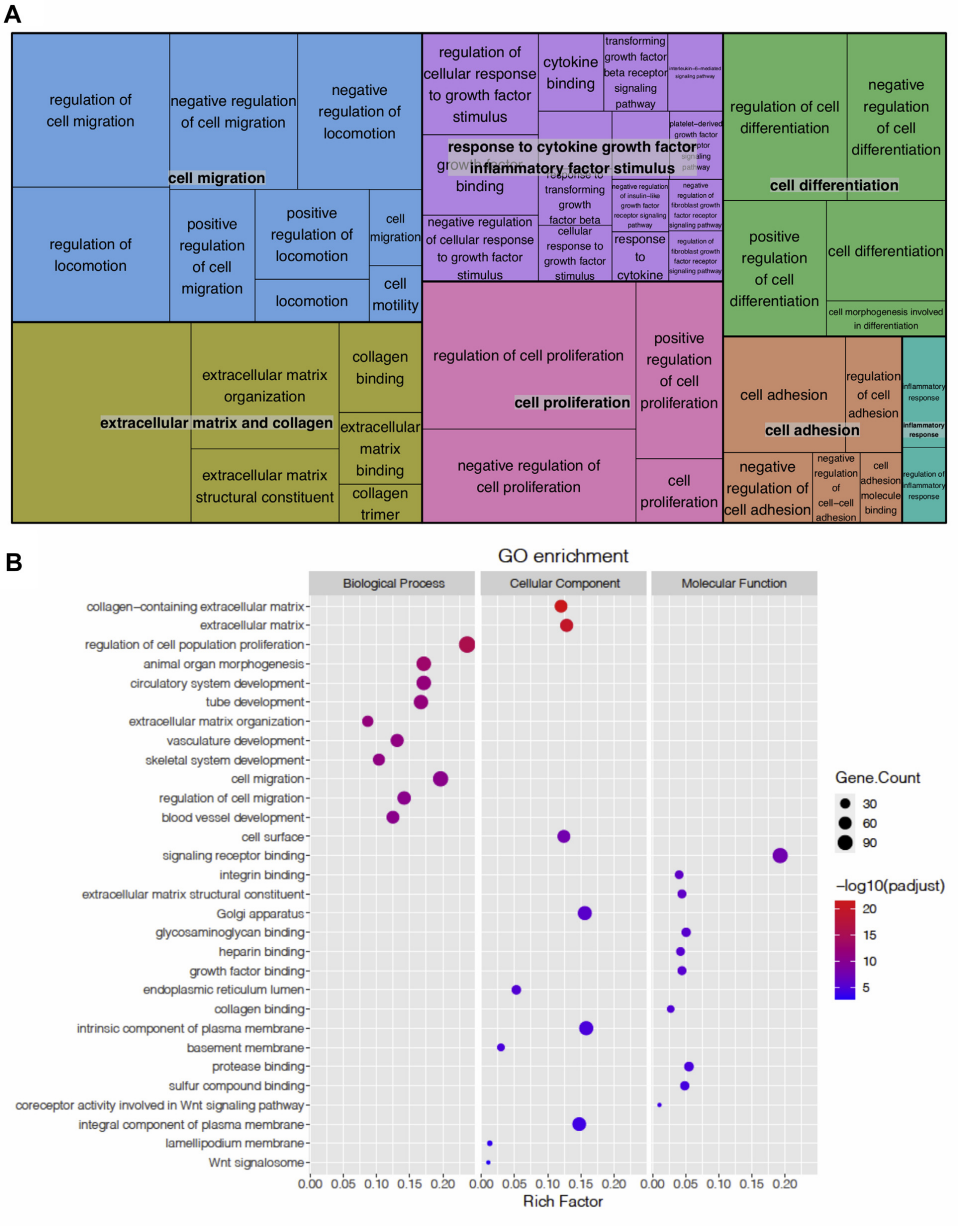
**Global transcriptomic changes in fibroblasts exposed to CM from RAS-activated ATII cells.***A*, REVIGO TreeMap showing Gene Ontology (GO) analysis of upregulated DEGs in MRC5 lung fibroblasts treated with CM from 4-OHT-activated *versus* control ATII^ER:KRASV12^ cells. Common colors represent groupings based on parent GO terms, and each rectangle is proportional to the relative enrichment of the GO term compared with the whole genome. Genes with false discovery rate (FDR) <0.05 were considered as DEGs. *B*, scatter plot showing the top ten enriched GO terms from three categories (biological process, cellular component, and molecular function) according to rich factors. Rich factor is the percentage of DEG-enriched gene count in the given annotated GO terms. The sizes of *circles* represent gene counts, and the colors of *circles* represent the −Log_10_ of the adjusted *p* values. ATII, alveolar epithelial type II; DEGs, differentially expressed genes; CM, conditioned media; 4-OHT, 4-hydroxytamoxifen.

The effect of CM from RAS-induced ATII cells on genes controlling cell migration was further demonstrated using gene set variation analysis (GSVA) with a gene list from GO:0010763 (positive regulation of fibroblast migration); the GSVA score calculated based on this gene list was higher in MRC5 cells incubated with CM from 4-OHT-treated *versus* control ATII^ER:KRASV12^ cells (*p* < 0.05; Fig. 2*A*). 

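The gene list of the paper's GO term was not used here, and the GSVA score was computed from the list of 20 genes that promote fibroblast migration, with a Gaussian kernel on log2 CPM. The score was -0.159 ± 0.0785 (SD, n = 3) in control ATII CM and 0.193 ± 0.122 (SD, n = 3) in 4-OHT ATII CM. All 3 libraries of 4-OHT ATII CM scored above all 3 of control ATII CM, and the difference of 0.352 had an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow. The score ranks genes over the 6 libraries together, so it gives an order of these libraries and not an amount of expression. In simulated log2 values, 10 of 10 raised lists separated the groups completely, and so did 2 of 10 unchanged lists. Every gene of a raised list was shifted, by far more than the median change of the real list. The simulation therefore does not show whether a change as small as the real one would be found. A Poisson kernel on counts moved the difference most, to 0.664, and the mean z-score of the list gave 0.349. The counts for the Poisson kernel were not scaled for library size. Median totals were 25139285 in 4-OHT ATII CM and 21324556 in control ATII CM, so the value of 0.664 can in part reflect depth. With 1 library left out at a time, the difference ranged from 0.282 to 0.476.

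**Figure D2:**
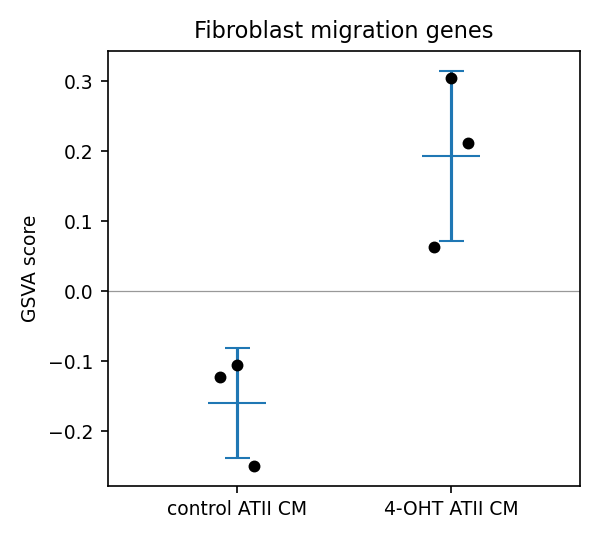
GSVA score (vertical axis, no unit) of the list of 20 genes that promote fibroblast migration in MRC5 cells in control ATII CM or 4-OHT ATII CM. Points are the 3 libraries of each group, long bars their means and error bars the SD. The 3 scores in 4-OHT ATII CM, from 0.0627 to 0.304, lie above the 3 in control ATII CM, from -0.249 to -0.105.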

To validate this finding on cell migration, scratch wound assays were performed using MRC5 or IPFFs treated with CM from control or 4-OHT-activated ATII^ER:KRASV12^ cells. Twenty-four hours after the scratch wound, IPFFs treated with CM from 4-OHT-activated ATII cells almost filled all the gaps, whereas the wound in the control cells was still open (*p* < 0.01; Fig. 2*B*). Similar results were obtained using MRC5 lung fibroblasts (Fig. S2*A*). Under the same conditions, CM from RAS-activated ATII cells did not affect the cell viability in MRC5 (Fig. S2*B*). In addition, in a transwell migration assay, a 3.5-fold increase in migration was detected using MRC5 lung fibroblasts treated with CM from 4-OHT-activated ATII^ER:KRASV12^ cells compared with those treated with CM from control cells over a 24-h period (*p* < 0.001; Fig. 2*C*). Together, these results demonstrate that RAS-activated ATII cells augment fibroblast migration *via* paracrine signaling.

**Figure 2:**
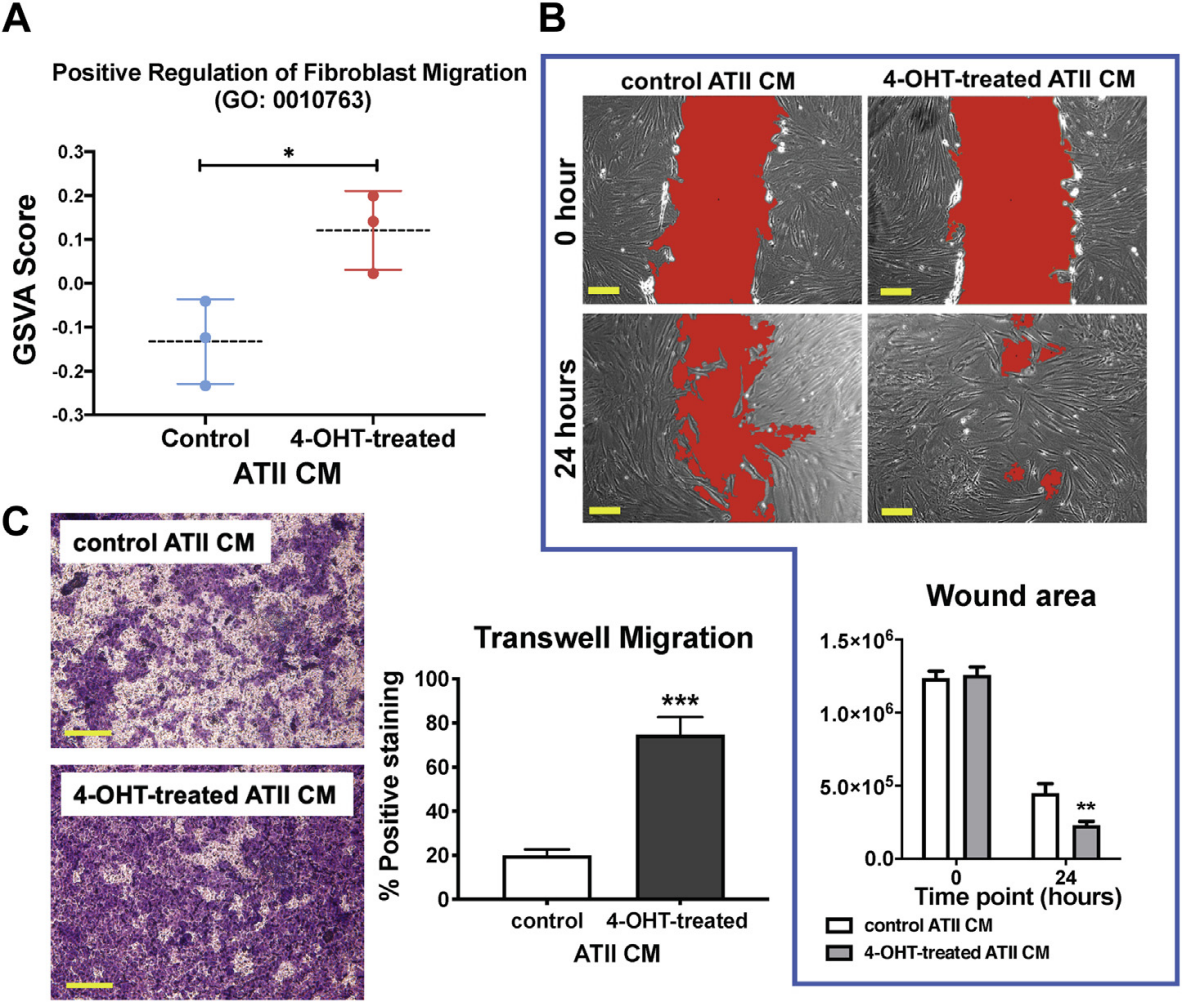
**RAS-activated ATII cells augment fibroblast migration *via* paracrine signaling.***A*, graph showing GSVA scores calculated based on a gene list from GO:0010763 (positive regulation of fibroblast migration) in MRC5 cells treated with CM from control or 4-OHT-activated ATII^ER:KRASV12^ cells. Data are mean  ±  SD; *n* = 3. ∗*p* < 0.05. *B*, scratch wound assay of fibroblasts treated with CM from control or 4-OHT-activated ATII^ER:KRASV12^ cells. Representative images of IPF fibroblasts with the indicated treatments at time 0 or 24 h after the scratch wound. Wounds have been artificially colored *red* to aid visualization. The scale bar represents 200 μm. Graph shows the areas of wounds evaluated with ImageJ, and data are mean  ±  SD; *n*  =  3. ∗∗*p* <  0.01. *C*, transwell migration assays in MRC5 fibroblasts with indicated treatment. Cells were stained with crystal violet. The scale bar represents 100 μm. Data are mean  ±  SD; *n* =  3. ∗∗∗*p*  <  0.001. ATII, alveolar epithelial type II; CM, conditioned media; GSVA, gene set variation analysis; IPF, idiopathic pulmonary fibrosis; 4-OHT, 4-hydroxytamoxifen.

### RAS-activated ATII cells augment fibroblast migration *via* paracrine signaling, in which ZEB1 and tPA are key regulators

As we previously demonstrated that ZEB1 and its transcriptional target, tPA (encoded by *PLAT* gene) are key regulators of epithelial–mesenchymal crosstalk (6), we hypothesized that these two proteins may also control the ability of RAS-activated ATII cells to promote migration and recruit fibroblasts by paracrine signaling. First, we depleted *ZEB1* in ATII^ER:KRASV12^ cells *via* RNAi (Fig. S3*A*). We found that this completely abolished the promigratory effects of CM from RAS-activated ATII cells on lung fibroblasts in both wound healing assay (*p* > 0.05; Figs. 3*A* and S3*B*) and transwell migration assay (*p* > 0.05; Fig. 3*B*). Next, we determined whether tPA was a key paracrine regulator of fibroblast migration. Recombinant tPA treatment significantly enhanced fibroblast migration (*p* < 0.0001; Fig. S3*C*). Similar to *ZEB1*, CM was collected from control or *PLAT*-depleted ATII^ER:KRASV12^ cells treated without or with 4-OHT (Fig. S3, *D* and *E*). As expected, RAS-activated ATII cells augmented fibroblast migration in both wound healing assay (*p* < 0.0001; Figs. 3*A* and S3*F*) and transwell migration assay (*p* < 0.0001; Fig. 3*B*), whereas under the same conditions, depletion of *PLAT* in ATII^ER:KRASV12^ cells completely abolished the promigratory effects of CM from RAS-activated ATII cells on lung fibroblasts (*p* > 0.05; Figs. 3, *A* and *B* and S3*F*). Taken together, these data highlight the importance of ZEB1 and tPA as key regulators of epithelial–mesenchymal crosstalk to promote fibroblast recruitment, as well as fibroblast activation, as demonstrated previously (6) (Fig. 3*C*).

**Figure 3:**
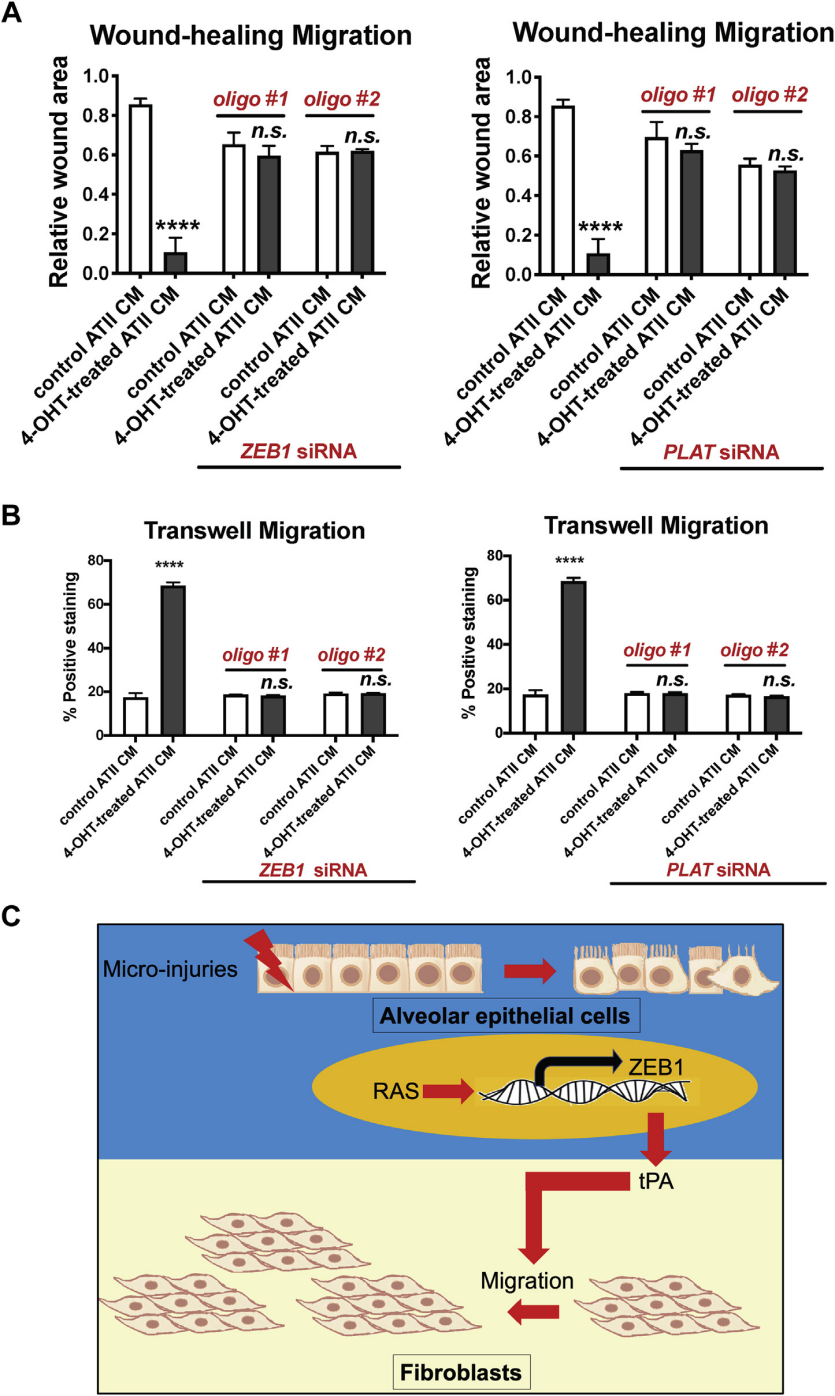
**RAS-activated ATII cells augment fibroblast migration *via* paracrine signaling, in which ZEB1 and tissue plasminogen activator (tPA, encoded by gene *PLAT*) are key paracrine regulators.***A*, scratch wound assay of fibroblasts treated with CM from ATII^ER:KRASV12^ cells with indicated treatment. Graph showing the areas of wounds evaluated with ImageJ, and data are mean ± SD; *n*  =  3. ∗∗∗∗*p* < 0.0001. n.s. (not significant) *p* > 0.05. *B*, transwell migration assays in fibroblasts treated with CM from ATII^ER:KRASV12^ cells with indicated treatment. Graph showing the percentage of positive staining of fibroblasts with indicated treatment evaluated with ImageJ, and data are mean ± SD; *n*  =  3. ∗∗∗∗*p* < 0.0001. n.s. *p* > 0.05. *C*, diagram summarizing a key role of tPA secreted by RAS-activated ATII cells in augmenting fibroblast migration *via* paracrine signaling. ATII, alveolar epithelial type II; CM, conditioned media; ZEB1, zinc finger E-box-binding homeobox 1.

### TGF-β-activated fibroblasts or IPFFs induce RAS activation in ATII cells

Our current and previous (6) findings suggest that a ZEB1–tPA axis is involved in the paracrine signaling between RAS-activated ATII cells and fibroblasts to augment not only their recruitment but also their activation in the presence of TGF-β. To explore whether this epithelial–mesenchymal crosstalk was bidirectional, we investigated the effect of the activated fibroblasts on the alveolar epithelium. First, MRC5 lung fibroblasts were left untreated or treated with TGF-β (Fig. S4*A*) to induce myofibroblast differentiation, as measured using the myofibroblast marker, α-SMA. An overall increase in α-SMA protein expression manifested after 24 h of TGF-β treatment, with maximal induction being observed by Western blot at 48 h post-TGF-β treatment (Fig. S4*B*). To eliminate the direct effect of exogenous TGF-β in CM collected from fibroblasts on ATII cells, fibroblast cultures were placed in fresh medium without TGF-β for another 24 h before CM was harvested (Fig. S4*A*; group “48 h+, 24 h−”). As shown in Figure S4*B*, fibroblast differentiation into myofibroblasts was maintained under these conditions, evidenced by a comparable level of α-SMA protein level. We then treated ATII cells with CM from control or TGF-β-activated MRC5 cells (Fig. S4*C*). Western blot analysis suggested that RAS signaling was activated upon treatment with CM from TGF-β-activated fibroblasts, reflected by significant increases in phosphorylation of AKT and extracellular-regulated kinase (ERK) (Fig. S4*D*). Of note, TGF-β-activated fibroblast CM also increased ZEB1 expression in ATII cells (Fig. S4*D*). Since it has been reported that IPFFs have a higher level of autocrine TGF-β activation (8), we next compared the effects of CM from normal human lung fibroblasts (NHLFs) or IPFFs on ATII cells. We found that RAS–ZEB1 signaling was significantly higher upon treatment with CM from IPFFs, reflected by significantly higher increases in phosphorylation of AKT and ERK levels (*p* < 0.05; Fig. 4, *A* and *B*) as well as *ZEB1* (*p* < 0.01; Fig. 4*C*) and *PLAT* (tPA) expressions (*p* < 0.01; Fig. 4*D*). Together, these results suggest that signaling occurs between fibroblasts and ATII cells leading to RAS activation and induction of ZEB1, and that this effect is augmented by CM from fibroblasts that have been differentiated into myofibroblasts by TGF-β or by CM from IPFFs independently of exogenous TGF-β.

**Figure 4:**
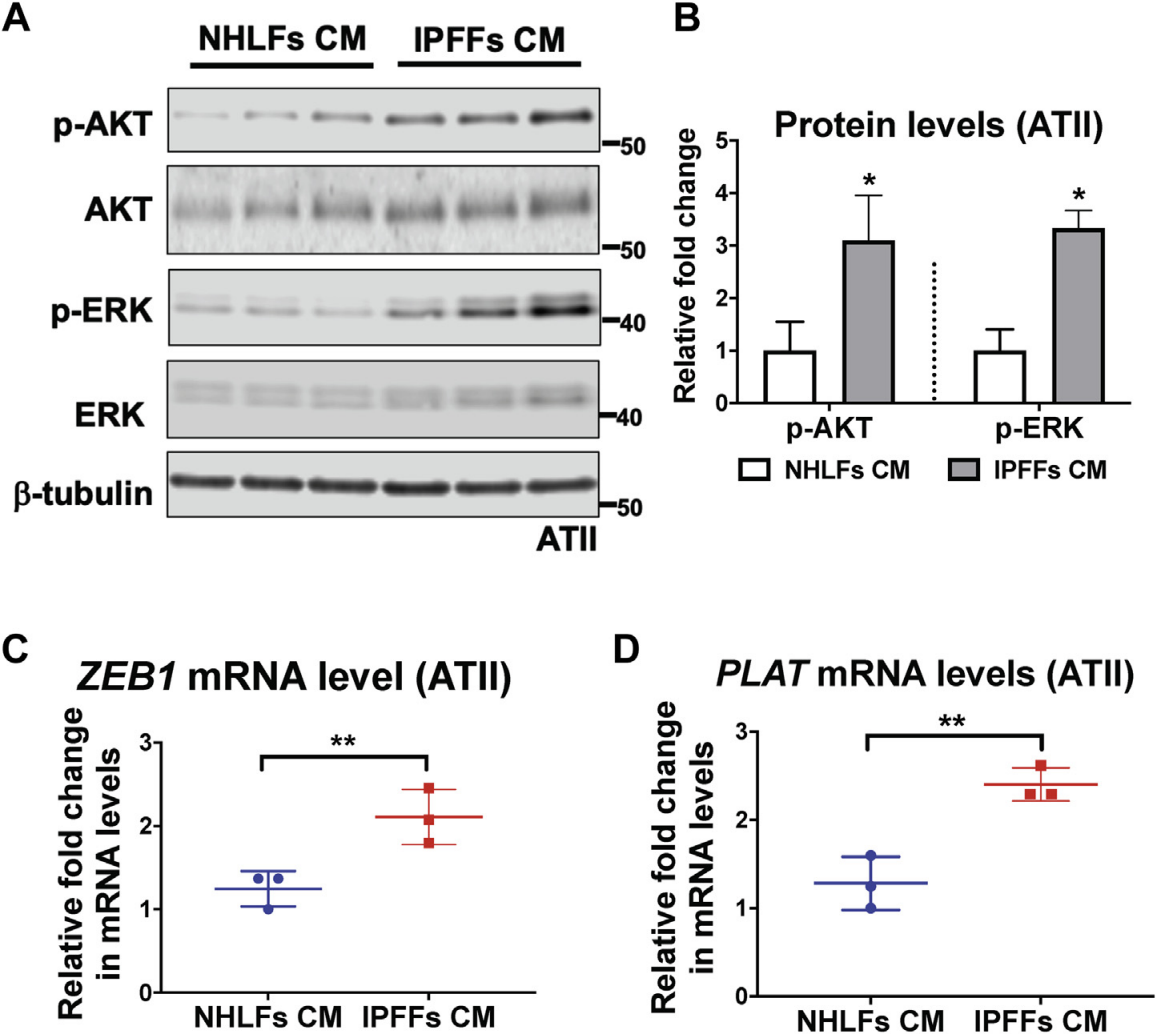
**IPF fibroblasts induce RAS activation in ATII cells *via* paracrine signaling.***A*, protein expression of phospho-AKT (p-AKT), AKT, phospho-ERK (p-ERK), and ERK in ATII cells treated with indicated CM from NHLFs or IPFFs. β-tubulin was used as a loading control. *B*, graph showing protein levels of p-AKT or p-ERK in ATII cells treated with CM from NHLFs or IPFFs. Total AKT or ERK-normalized protein levels in ATII cells treated with CM from NHLFs were used to set the baseline value at unity. Data are mean ± SD; *n* = 3. ∗*p* < 0.05. *C* and *D*, fold change in mRNA levels of *ZEB1* (*C*) or *PLAT* (*D*) in ATII cells treated with CM from NHLFs or IPFFs. β-actin–normalized mRNA levels in ATII cells treated with CM from NHLFs were used to set the baseline value at unity. Data are mean ± SD; *n* = 3 samples per group. ∗∗*p* < 0.01. ATII, alveolar epithelial type II; CM, conditioned media; ERK, extracellular-regulated kinase; IPF, idiopathic pulmonary fibrosis; IPFFs, IPF fibroblasts; NHLFs, normal human lung fibroblasts.

### SPARC, a TGF-β-induced secreted protein, is highly expressed in IPF

As CM derived from TGF-β-activated fibroblasts or IPFFs induced RAS signaling in ATII cells, we next investigated which secreted factors from activated fibroblasts were responsible for this effect. By performing quantitative proteomic analysis of the CM from control or TGF-β-treated MRC5 cells, we identified 15 secreted proteins whose levels were upregulated upon TGF-β treatment (Table 1; Tables S5 and S6). Of these, SPARC was among the top candidates (Fig. 5*A*; Table 1), suggesting a potential regulatory role of SPARC in mesenchymal–epithelial crosstalk driven by TGF-β. This was further validated in a publicly available dataset (GSE139963) (9), in which RNA-Seq was performed in human lung fibroblasts treated with or without TGF-β. Potential TGF-β-induced secreted proteins were identified by overlapping the upregulated genes with a list of secreted proteins (predicted) from Human Protein Atlas (https://www.proteinatlas.org/humanproteome/tissue/secretome). We identified 116 predicted secreted proteins that were significantly elevated (FDR-adjusted *p* value <0.05 and Log_2_[fold change] (Log_2_[fold change])  >1) in TGF-β-treated lung fibroblasts compared with controls (Fig. S5; Table S7), and the expression of SPARC was increased by over 3-fold (*p* < 0.001) (Fig. 5*B*; Table 1; Fig. S5*B*; Table S7). The importance of SPARC in IPF pathogenesis was further confirmed in other datasets. In dataset GSE92592 (10), SPARC levels are increased in IPF tissues compared with control lungs (*p* < 0.01; Fig. 5*C*; Table 1), consistent with our recent report (11). Further analysis of GSE99621 (12) showed that SPARC expression is increased not only in scarred but also in those macroscopically unaffected (normal-appearing) regions of IPF lung (*p* < 0.05; Fig. 5*D*; Table 1). In addition, we confirmed a significantly enhanced secretion of SPARC in CM from IPFFs *versus* NHLFs by Western blotting (*p* < 0.001; Fig. 5*E*). Therefore, these data suggested that SPARC is induced as an early response to fibroblast activation and that it may be associated with IPF disease progression.

**Table 1:** List of secreted proteins in the CM that are upregulated upon TGF-β treatment in MRC5 cells identified by quantitative proteomic analysis and their expressions in GSE139963, GSE92592, and GSE99621

Protein	Secretome		GSE139963		GSE92592		GSE99621			
	TGF-β *versus* control		TGF-β *versus* control		IPF *versus* control		IPF—normal *versus* control		IPF—scarred *versus* control	
	*p*	Log_2_FC	FDR	Log_2_FC	FDR	Log_2_FC	FDR	Log_2_FC	FDR	Log_2_FC
A2M	**1.08E − 02**	5.44	**0.00E + 00**	−3.74	**1.76E − 08**	1.01	**2.45E − 03**	0.80	2.16E − 01	0.41
IGFBP3	**3.94E − 04**	4.70	**1.22E − 89**	6.14	**1.21E − 04**	1.01	6.50E − 01	0.20	7.33E − 01	0.17
SERPINE2	**1.84E − 03**	4.11	**0.00E + 00**	3.85	**1.26E − 15**	2.37	**6.26E − 05**	1.53	**2.59E − 04**	1.49
PXDN	**1.29E − 04**	3.51	**5.92E − 235**	1.63	**8.00E − 05**	0.77	1.24E − 01	0.40	**1.26E − 03**	0.77
PGS1	**1.29E − 03**	2.06	**8.44E − 04**	−0.32	4.85E − 01	−0.08	7.74E − 02	−0.42	**2.16E − 02**	−0.55
THBS1	**2.69E − 02**	1.98	**0.00E + 00**	2.02	**4.37E − 02**	1.01	8.57E − 01	−0.12	8.95E − 01	−0.10
SPARC	**4.75E − 02**	1.80	**0.00E + 00**	1.76	**1.37E − 04**	0.87	**4.58E − 03**	0.89	**2.86E − 04**	1.15
APOA1-AS	**2.43E − 02**	1.79	2.02E − 01	−0.37	**9.27E − 08**	−1.54	**5.36E − 07**	−2.51	**1.70E − 05**	−2.31
COL4A2	**2.06E − 02**	1.47	**0.00E + 00**	2.98	**1.25E − 04**	0.91	8.00E − 01	0.14	2.54E − 01	0.49
TGFBI	**1.20E − 03**	1.41	**1.17E − 221**	1.76	**5.91E − 07**	0.90	**4.28E − 03**	0.90	**2.50E − 03**	0.99
MMP2	**3.99E − 02**	1.11	**9.86E − 108**	1.16	**9.10E − 18**	2.04	**1.84E − 13**	1.32	**3.05E − 13**	1.38
FN1	**1.14E − 03**	1.00	**0.00E + 00**	1.76	5.86E − 02	0.52	**2.56E − 07**	1.04	**3.33E − 09**	1.23
IGFBP7	**9.63E − 04**	0.66	**3.29E − 99**	1.74	**7.19E − 09**	0.92	**6.31E − 16**	1.42	**8.76E − 20**	1.66
COL12A1	**4.19E − 02**	0.51	6.97E − 01	−0.04	**1.57E − 02**	0.51	2.63E − 01	0.37	3.94E − 01	0.32
CYCS	**1.77E − 03**	0.40	**6.29E − 10**	0.52	2.62E − 01	0.15	8.97E − 01	0.05	8.84E − 01	0.06

Abbreviation: FC, fold change.

Numbers in bold mean *p* values less than 0.05 and are statistically significant.

**Figure 5:**
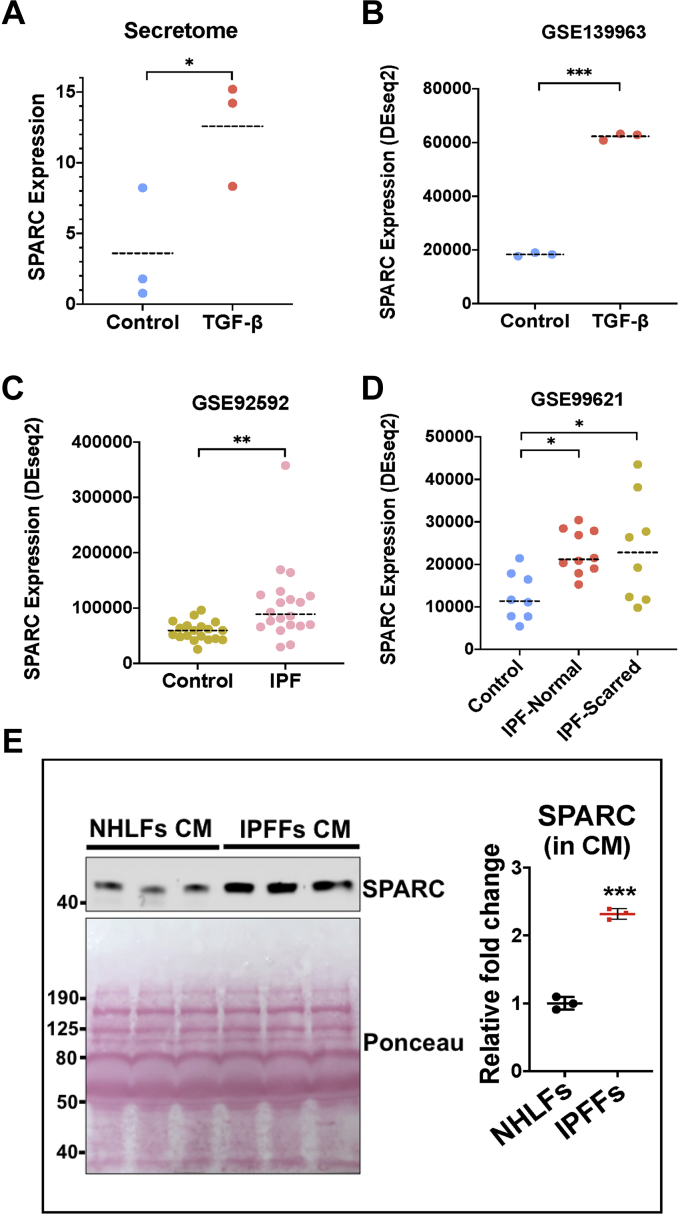
**SPARC, a TGF-β-induced secreted protein, is highly expressed in IPF.***A*, quantitative secretome analysis identifies an increased level of SPARC in the CM from TGF-β-treated MRC5 cells. Data are mean ± SD; *n* = 3. ∗*p* < 0.05. *B*, SPARC expression in human lung fibroblasts treated with or without TGF-β (GSE139963). ∗∗∗*p* < 0.001. *C*, SPARC expression in lung tissues from healthy controls and IPF patients (GSE92592). ∗∗*p* < 0.01. *D*, SPARC expression in lung tissues from healthy controls and IPF samples with macroscopically normal-appearing (IPF-normal) or scarred (IPF-scarred) (GSE99621). ∗*p* < 0.05. *E*, protein expression of SPARC in CM from NHLFs or IPFFs. Ponceau S staining showing total protein levels. Graph showing SPARC protein levels in CM from NHLFs or IPFFs. Data are mean ± SD; *n* = 3. ∗∗∗*p* < 0.001. CM, conditioned media; IPF, idiopathic pulmonary fibrosis; IPFFs, IPF fibroblasts; NHLFs, normal human lung fibroblast; SPARC, secreted protein acidic and rich in cysteine; TGF-β, transforming growth factor-β.

### SPARC is a key fibroblast-derived paracrine regulator of RAS activation in ATII cells

We recently reported that paracrine SPARC signaling from IPFFs dysregulates alveolar epithelial barrier integrity (11). We therefore hypothesized that SPARC might also mediate RAS activation in ATII cells during fibroblast–epithelial crosstalk. To test this hypothesis, ATII cells were exposed to CM harvested from control or *SPARC*-depleted NHLFs treated without or with TGF-β (Fig. S6*A*). As expected, we detected enhanced expression (Fig. S6*B*) and secretion (Fig. S6*C*) of SPARC from TGF-β-activated NHLFs compared with controls, and this was abolished using RNAi. When the CM was applied to ATII cells, CM from TGF-β-activated fibroblasts induced RAS activation, as evidenced by increases of phosphorylation in both AKT and ERK, whereas depletion of *SPARC* completely abolished the effects of CM from TGF-β-activated fibroblasts on ATII cells (Fig. S6*C*). We then compared CM from IPFFs: consistent with our previous results, an increased SPARC secretion was detected in CM from IPFFs *versus* NHLFs (Fig. S6*D*). Furthermore, while RAS signaling in ATII cells was activated by treatment with CM from IPFFs, these effects were completely abolished upon *SPARC* depletion in IPFFs (Fig. 6*A*; Fig. S6*D*), as evidenced by decreased phosphorylation of AKT and ERK levels (Fig. 6*B*; Fig. S6*D*). Furthermore, human recombinant SPARC treatment alone was sufficient to induce epithelial growth factor receptor (EGFR) activation in ATII cells, demonstrated by increased phosphorylation levels of EGFR and its downstream AKT and ERK phosphorylation levels (Fig. 6*C*). EGFR activation was accompanied by a significant increase in mRNA expression of *ZEB1* (Fig. 6*C*) and a reduction in *CDH1* (E-cadherin) (Fig. S6*E*). Therefore, our results strongly suggest that SPARC is a critical paracrine regulator from activated lung fibroblasts that induces RAS activation in ATII cells (Fig. 6*D*).

**Figure 6:**
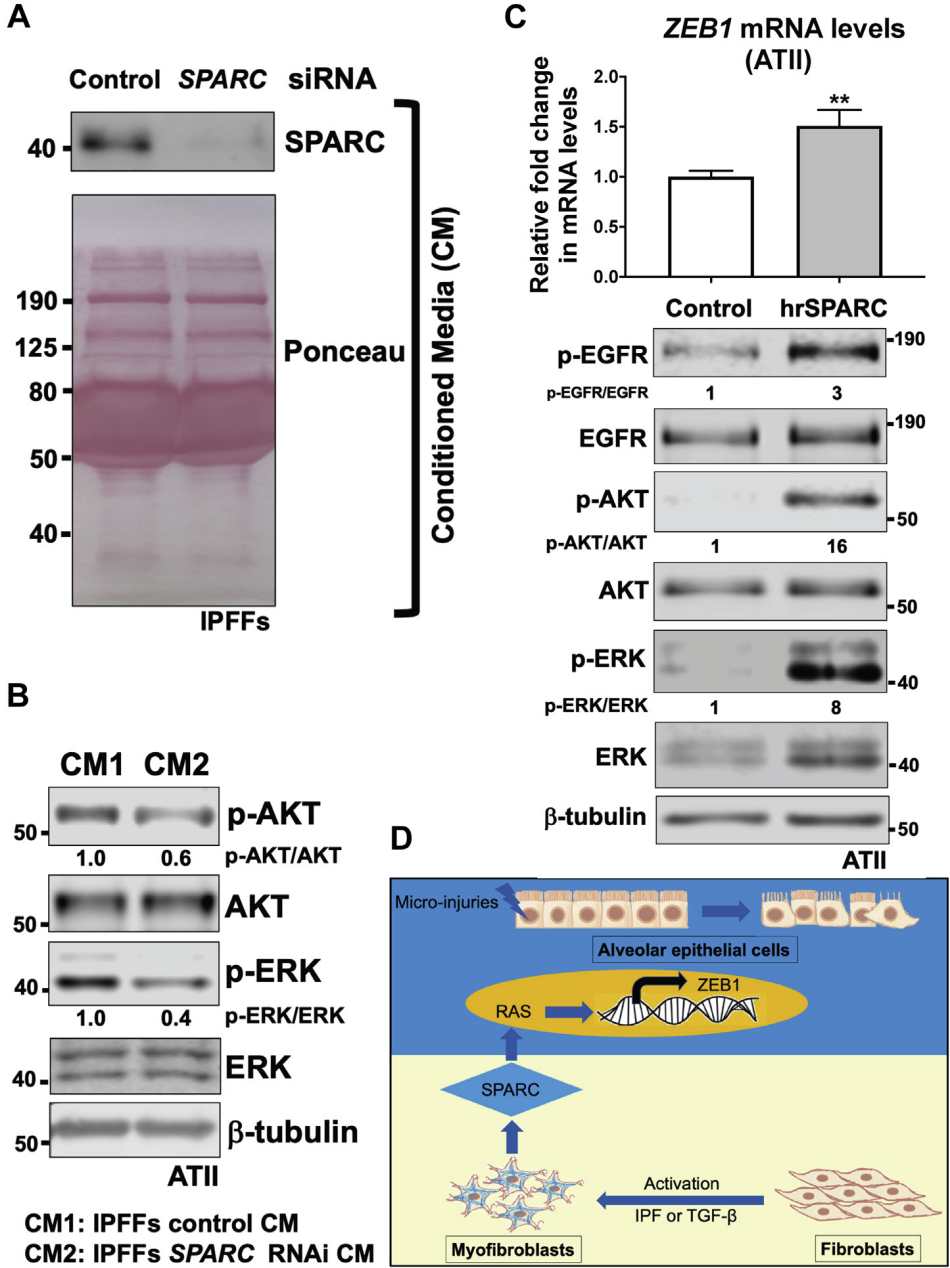
**SPARC is a key fibroblast-derived paracrine regulator of RAS activation in ATII cells.***A*, protein expression of SPARC in CM from IPFFs with indicated treatment. Ponceau S staining showing total protein levels. *B*, protein expression of phospho-AKT (p-AKT), AKT, phospho-ERK (p-ERK), and ERK in ATII cells treated with CM from IPFFs with indicated treatment. β-tubulin was used as a loading control. Total AKT or ERK-normalized protein levels in ATII cells treated with CM from control IPFFs were used to set the baseline value at unity. *C*, protein expression of phospho-EGFR (p-EGFR), EGFR, p-AKT, AKT, p-ERK, and ERK in ATII cells treated with or without human recombinant SPARC (hrSPARC). β-tubulin was used as a loading control. Total EGFR, AKT, or ERK-normalized protein levels in control cells were used to set the baseline value at unity. Fold change in mRNA levels of *ZEB1* in ATII cells treated with or without hrSPARC. β-actin–normalized mRNA levels in control cells were used to set the baseline value at unity. Data are mean ± SD; *n* = 3 samples per group. ∗∗*p* < 0.01. *D*, diagram summarizing SPARC as a key fibroblast-derived paracrine regulator of RAS activation in ATII cells. ATII, alveolar epithelial type II; CM, conditioned media; EGFR, epithelial growth factor receptor; ERK, extracellular-regulated kinase; IPFFs, IPF fibroblasts; SPARC, secreted protein acidic and rich in cysteine; *ZEB1*, zinc finger E-box-binding homeobox 1.

## Discussion

IPF is a chronic progressive lung disease with limited therapeutic options (1, 13). Abnormal wound healing responses appear to make major contributions to the scarring process, but the underlying pathological mechanisms are unclear. Similar to studies in kidney fibrosis (14), our findings support the concept that aberrant epithelial–mesenchymal crosstalk contributes to the development of interstitial lung fibrosis. Our studies are consistent with the establishment of a bidirectional profibrogenic positive feedback loop, which maintains a chronic wound environment involving activated epithelial cells and fibroblasts that drive fibrosis progression rather than wound resolution (Fig. 7).

**Figure 7:**
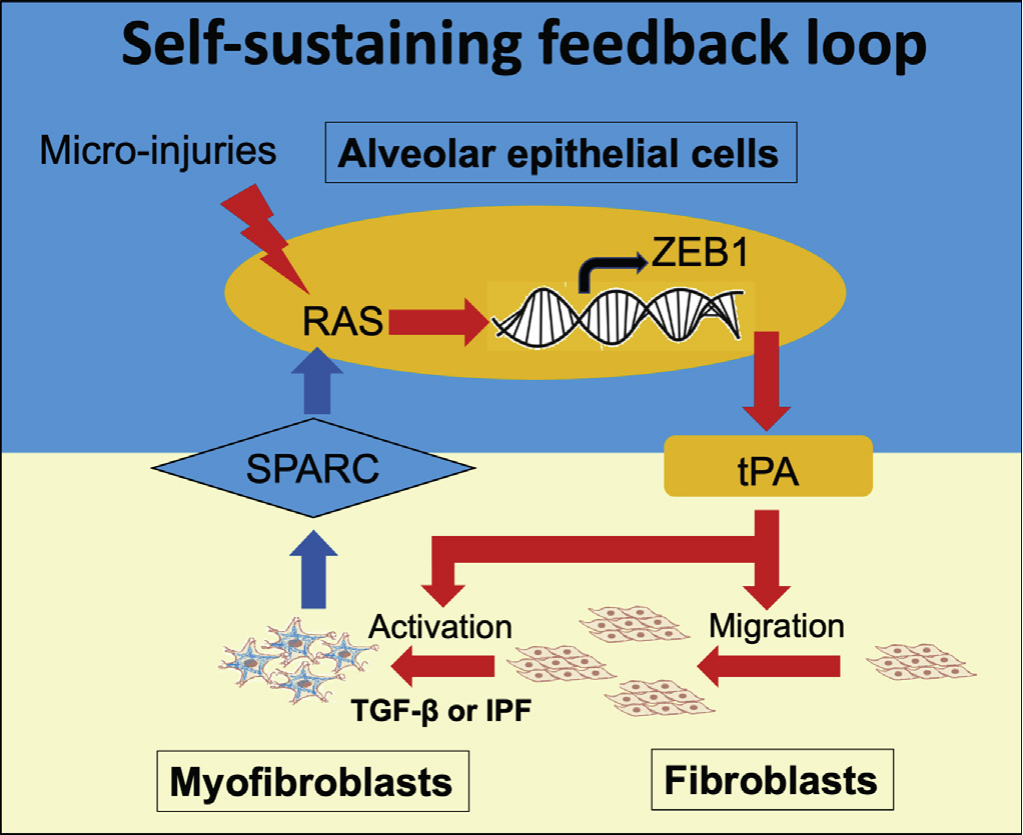
**Diagram summarizing a critical role of bidirectional epithelial–mesenchymal crosstalk in pulmonary fibrosis (details provided in**Discussion**section)**.

Epithelial cells undergo EMT in response to injury, allowing them to adopt a repair phenotype, which involves signaling to other cell types including inflammatory cells and resident mesenchymal cells. We previously reported that ATII cells undergoing RAS-induced EMT secrete tPA to augment TGF-β-induced myofibroblast differentiation and that ZEB1 is a key regulator of this paracrine signaling (6). To investigate further whether fibroblasts can respond to epithelial-derived signals in the absence of TGF-β, we used RNA-Seq to study the global transcriptomic changes in lung fibroblasts exposed to CM from ATII cells undergoing RAS-induced EMT. Using this unbiased approach, several potential mechanisms of relevance to IPF pathology were identified, including ECM and collagen, cell migration, cytokine binding, and inflammatory response, which included changes in expression of genes associated with TGF-β receptor signaling pathways. 

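*COL3A1*, *COL4A6*, *COL14A1* and *COL18A1* were higher in 4-OHT ATII CM, and for each of them all 3 libraries lay above all 3 of control ATII CM. *COL3A1* (ENSG00000168542, chromosome 2 of GRCh38, 188974320 to 189012746) was the most abundant, with 4847 ± 143 CPM (SD, n = 3) in control ATII CM and 5493 ± 113 CPM (SD, n = 3) in 4-OHT ATII CM. Its log2 fold change was 0.18 (standard error 0.0255, adjusted p = 0.000463 from edgeR). *COL14A1* (ENSG00000187955, chromosome 8, 120059780 to 120372036) changed most, from 124 ± 16.1 CPM to 158 ± 7.63 CPM (SD, n = 3 each), a log2 fold change of 0.35 (standard error 0.0680, adjusted p = 0.00572). Without 4-OHT ATII CM replicate 2 its adjusted p was 0.0519, and over all its alternatives the adjusted p ranged from 4.69e-16 to 0.137. *COL4A6* (ENSG00000197565, chromosome X, 108155607 to 108439497) rose from 116 ± 7.06 CPM to 138 ± 6.85 CPM (SD, n = 3 each), a log2 fold change of 0.25 (standard error 0.0476, adjusted p = 0.00465). *COL18A1* (ENSG00000182871, chromosome 21, 45405137 to 45513720) overlaps exons of *SLC19A1* on the opposite strand and rose from 301 ± 4.43 CPM to 341 ± 9.49 CPM (SD, n = 3 each), with the same log2 fold change as *COL3A1* (standard error 0.0329, adjusted p = 0.00348).

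*COL1A1* (ENSG00000108821, chromosome 17, 50183289 to 50201632) was at 17731 ± 947 CPM in control ATII CM and 16630.5 ± 275 CPM in 4-OHT ATII CM (SD, n = 3 each). The groups overlapped, and the log2 fold change was -0.092 (standard error 0.0294, adjusted p = 0.0861). This result sits near the threshold, and *COL1A1* was a downregulated DEG with limma-voom (adjusted p = 0.0457), with other filters on low counts, and without control ATII CM replicate 2, where the log2 fold change was -0.14 (adjusted p = 1.8e-05). Over all alternatives its adjusted p ranged from 1.8e-05 to 0.305 and its log2 fold change stayed below 0.

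**Figure D3:**
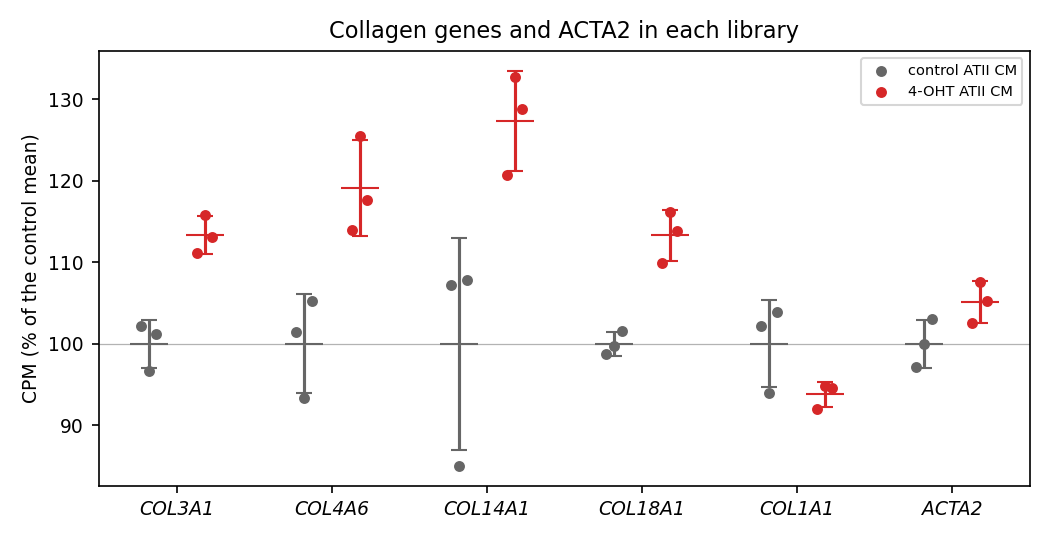
Level of the collagen genes and *ACTA2* in each library (CPM as % of the mean of control ATII CM, vertical axis, which does not start at 0). Gray points are the 3 libraries in control ATII CM, red points the 3 in 4-OHT ATII CM, long bars the means and error bars the SD. Red and gray points are apart for *COL3A1*, *COL4A6*, *COL14A1* and *COL18A1* and overlap for *COL1A1* and *ACTA2*.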

While we observed upregulation of ECM and collagen genes including *COL3A1*, *COL4A6*, *COL14A1*, and *COL18A1* in the transcriptomic dataset, we did not observe changes in expression of either *COL1A1*, the major interstitial collagen produced in response to TGF-β stimulation, or *ACTA2*, which encodes alpha-smooth muscle actin, a marker of myofibroblast differentiation (Table S1; GSE163908). This suggests that the magnitude of TGF-β receptor signaling caused by the epithelial-derived CM was insufficient to drive differentiation of the fibroblasts into myofibroblasts. These findings are consistent with our previous studies (6) where exogenous TGF-β was required to drive myofibroblast differentiation. However, our observation of upregulation of genes associated with TGF-β receptor signaling and increased expression of many profibrotic genes in fibroblasts following exposure to CM from epithelial cells undergoing RAS-induced EMT may help explain why the CM augmented the effects of exogenous TGF-β that we observed previously (6).

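Genes that answer TGF-β in lung fibroblasts are listed in Table S7, of whose 534 genes 416 were tested here. In 4-OHT ATII CM, 35 of them were upregulated and 28 downregulated DEGs, and adjusted over the list alone the numbers were 46 and 45. The median log2 fold change was 0.023, or 0.017 with the 14 genes that had 3 counts or fewer in every library of one group set to their bounds, with 226 genes higher and 190 lower (camera, adjusted p = 0.439, from 0.185 to 0.877 over the alternatives). Limma's fry test for change in either direction gave an adjusted p of 1.95e-06. Of the 116 genes of that table with a predicted secreted protein, 103 were tested and 15 were upregulated and 15 downregulated DEGs. *SMAD7* (ENSG00000101665, chromosome 18 of GRCh38, 48919853 to 48952052) encodes an inhibitor of TGF-β receptor signaling that the pathway itself induces. It rose from 41.0 ± 3.24 CPM (SD, n = 3) in control ATII CM to 54.0 ± 2.28 CPM (SD, n = 3) in 4-OHT ATII CM, a log2 fold change of 0.40 (standard error 0.0544, adjusted p = 0.000336 from edgeR).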

Building on the strong gene expression signature for cell migration, we confirmed induction of a migratory phenotype in fibroblasts exposed to epithelial CM and demonstrated that this involved a ZEB1–tPA signaling axis, similar to that required for augmentation of TGF-β-induced myofibroblast differentiation (6). Fibroblasts from pulmonary fibrosis have altered pathological properties (15) including enhanced migration compared with fibroblasts from control lungs (16, 17). In our studies, we found that CM produced by ATII cells undergoing RAS-induced EMT markedly induced fibroblast migration and recruitment. The importance of the ZEB1–tPA axis in this process was then confirmed, with their silencing abolishing the promigratory effects of CM from RAS-activated ATII cells on lung fibroblasts. We previously identified that ZEB1 is expressed in epithelial cells of thickened alveolar septae where ECM deposition is evident (6). This suggests that ZEB1 is induced as an early response to alveolar epithelial injury and that, by regulating tPA expression, ZEB1 may promote fibroblast recruitment and thereby increase their numbers in the wound site. Consistent with our findings, it has been reported that neutralizing antibodies against tPA inhibit fibroblast migration (18). Mechanistically, tPA has direct cellular effects by virtue of its ability to bind to the low-density lipoprotein receptor–related protein-1, triggering low-density lipoprotein receptor–related protein-1 tyrosine phosphorylation and recruitment of β1-integrin signaling involving integrin-linked kinase (19, 20).

While the activation of the ZEB–tPA axis may be a normal physiological response to injury, deregulation of this axis may sensitize the underlying fibroblasts to drive a pathological profibrogenic response (21). Consistent with this concept, in kidney studies, microinjuries on renal epithelium have been proposed to create a profibrotic microenvironment *via* TGF-β or connective tissue growth factor (14, 22), promoting the aggregation of myofibroblasts, and in return, myofibroblasts may enhance the apoptosis of epithelial cells by secreting reactive oxygen species (23, 24) or angiotensin II (25, 26), so generating self-sustained pathological feedbacks. We used CM harvested from TGF-β-activated fibroblasts or IPFFs and found that both enhanced RAS activation and induction of ZEB1 in ATII cells *via* paracrine signaling. Moreover, we found that CM from IPFFs induced significantly more RAS activation and ZEB1 expression than normal fibroblasts in the absence of exogenous TGF-β, pointing to a pathological mechanism within the IPFF population. This finding may be explained by a previous report that autocrine TGF-β signaling is enhanced in IPFFs (8). Taken together, these data suggest that bidirectional epithelial–mesenchymal crosstalk may become dysregulated in IPF leading to fibrosis progression rather than wound resolution.

Using proteomics and bioinformatics, we were able to identify SPARC, secreted by TGF-β-activated fibroblasts, as a key paracrine regulator of RAS activation in ATII cells. SPARC, a cysteine-rich acidic matrix-associated protein, containing three epithelial growth factor–like repeats, is required for the collagen in bone to become calcified but is also involved in ECM synthesis and promotion of changes to cell shape (27, 28, 29, 30, 31, 32, 33, 34). Consistent with our recent findings (11), our analysis based on publicly available transcriptome datasets indicate that SPARC expression is increased not only in scarred regions but also in macroscopically unaffected (normal-appearing) regions of IPF lung tissue (10, 12). This suggests that SPARC is induced as an early response to fibroblast activation. We found that while SPARC expression can be induced by TGF-β in normal lung fibroblasts, it is aberrantly expressed by IPFFs and that it acts *via* a paracrine mechanism to mediate RAS activation in ATII cells. SPARC has been shown by several studies to be able to regulate ERK signaling (35, 36, 37), although the upstream mechanism remains to be elucidated. In this study, our results demonstrated that SPARC alone is sufficient to induce EGFR activation in ATII cells, suggesting that SPARC might signal *via* the EGFR similar to tenascin C (38, 39, 40) *via* their epithelial growth factor–like repeats (41). Together, we have provided strong evidence suggesting that in both TGF-β-activated healthy lung fibroblasts and IPFFs, paracrine SPARC signaling dysregulates alveolar epithelial barrier integrity (11) and activates EGFR/RAS signaling in ATII cells to maintain a chronic wound-healing phenotype.

In summary, we identify a mechanism whereby bidirectional epithelial–mesenchymal crosstalk results in self-sustaining activation of wound healing responses. This involves a ZEB1–tPA axis in ATII cells, which contributes to paracrine signaling that supports recruitment of fibroblasts and augments TGF-β-induced fibrotic responses; in turn, the aberrant behavior of IPFFs (or normal fibroblasts activated by high levels of TGF-β) promotes persistent alveolar epithelial activation *via* paracrine mediators including SPARC, which prevents resolution of normal epithelial repair responses and restoration of tissue homeostasis. Such a chronic wound environment may drive disease progression in pulmonary fibrosis (Fig. 7).

## Experimental procedures

### Lung tissue sampling

All human lung tissue samples for primary cell culture were approved by the Southampton and South West Hampshire and the Mid and South Buckinghamshire Local Research Ethics Committees, and all subjects gave written informed consent. The study abided by the Declaration of Helsinki principles. Clinically indicated IPF lung biopsy tissue samples and nonfibrotic control tissue samples (macroscopically normal lung sampled remote from a cancer site) were assessed as surplus to clinical diagnostic requirements. All IPF samples were from patients subsequently receiving a multidisciplinary diagnosis of IPF according to international consensus guidelines (42).

### Cell culture, reagents, and transfections

Primary parenchymal lung fibroblast cultures were established from IPF or control lung tissues as described previously (6, 43, 44, 45). MRC5 lung fibroblasts were obtained from the European Collection of Authenticated Cell Cultures. Fibroblasts were cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum, 50 units/ml penicillin, 50 μg/ml streptomycin, 2 mM l-glutamine, 1 mM sodium pyruvate, and 1× nonessential amino acids (all from Life Technologies). ATII^ER:KRASV12^ cells (6, 45, 46, 47) were cultured in DCCM-1 (Biological Industries, Ltd) supplemented with 10% newborn calf serum (Life Technologies), 1% penicillin, 1% streptomycin, and 1% l-glutamine (all from Life Technologies). All cells were kept at 37 °C and 5% CO_2_. No *mycoplasma* contamination was detected in the cell lines used.

siRNA oligos against *ZEB1* (MU-006564-02-0002, Set of four Upgrade) and *PLAT* (tPA) (MU-005999-01-0002, Set of four Upgrade) and *SPARC* (L-003710-00-0005; M-003710-02-0005) were purchased from Dharmacon. Sequences are available from Dharmacon or on request. As a negative control, we used siGENOME RISC-Free siRNA (Dharmacon; D-001220–01). ATII^ER:KRASV12^ cells were transfected with the indicated siRNA oligos at a final concentration of 35 nM using DharmaFECT 2 reagent (Dharmacon). Fibroblasts were transfected with the indicated siRNA oligos at the same concentration using Lipofectamine RNAiMAX reagent (Invitrogen). Recombinant tPA protein was from Bio-Techne, and human recombinant SPARC was from Peprotech.

### RNA isolation, library construction, and sequencing

To identify global transcriptomic changes in fibroblasts exposed to CM from RAS-activated ATII cells, RNA-Seq was performed in MRC5 cells treated with either CM from control or 4-OHT-activated ATII^ER:KRASV12^ cells. In brief, total RNA was isolated using RNeasy mini kit (Qiagen) according to the manufacturer's instructions and quantified using a Nanodrop Spectophotometer 2000c (Thermo Fisher Scientific). A total amount of 3 μg RNA per sample was used as input material for library construction. Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB) following the manufacturer's instruction. Libraries were pooled in equimolar and sequenced using the paired-end strategy (2 × 150) on the Illumina NovaSeq 6000 platform following the standard protocols (Novogene).

### RNA-Seq data analysis

Three publicly available datasets (GSE139963 (9), GSE92592 (10), and GSE99621 (12)) were collected from Gene Expression Omnibus. GSE139963 was in GPL18573 platform, Illumina NextSeq 500 (*Homo sapiens*), which composed of human lung fibroblasts treated with PBS (control) or TGF-β in triplicates. GSE92592 was in GPL11154 platform, Illumina HiSeq 2000 (*H. sapiens*), which consisted of 20 IPF and 19 control lung samples. GSE99621 was in GPL16791 platform, Illumina HiSeq 2500 (*H. sapiens*), which included 26 samples from indicated sections (eight from healthy lungs, ten from IPF-unaffected lung tissues, and eight from IPF scared areas). Quality control of GSE163908, GSE139963, GSE92592, and GSE99621 data was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and MultiQC (48). Trim Galore (https://github.com/FelixKrueger/TrimGalore) was used to trim adapters, reads with low quality (<30), and short length (<50 bp). RNA-Seq reads were mapped to Human genome Ensembl GRCh38 using Hisat2 (49) (version 2.1.0) with default codes. Sam files were transformed into bam files using samtools (50) (version 1.9). The read counts of each gene were summarized using featureCounts (51) (version 1.6.5). Raw read counts were imported into RStudio (version 3.6.1) and analyzed by using R package of DESeq2 (52) (version 1.26.0). Transcripts with low abundance (under ten counts across all samples) were removed. Genes with FDR *p* value less than 0.05 adjusted by using Benjamini–Hochberg method were considered as DEGs.

### Pathway enrichment analysis

GO enrichment analysis was generated through PANTHER (7) Web site. REVIGO TreeMap was generated *via* an online tool available at http://revigo.irb.hr/ (53). Parameters were set as FDR <0.05. GSVA (54) was used to calculate pathway activity.

### Western blot analysis

Western blot analysis was performed with lysates from cells with urea buffer (8 M urea, 1 M thiourea, 0.5% CHAPS, 50 mM DTT, and 24 mM spermine). Primary antibodies were from Cell Signalling Technology (α-SMA; 14968; Phospho-Smad2, 3104; β-tubulin, 86298; phospho-EGFR, 2234; phospho-AKT, 9271; phospho-ERK, 9101; AKT, 9272; ERK, 9102; and EGFR, 4267), Santa Cruz (ZEB1, sc-25388; SPARC, sc-398419), and Millipore (tPA, 05-883). Signals were detected using an ECL detection system (GE Healthcare) or Odyssey imaging system (LI-COR) and evaluated by ImageJ 1.42q software (National Institutes of Health).

### Quantitative RT-PCR

Real-time quantitative RT-PCR was performed using gene-specific primers (QuantiTect Primer Assays; Qiagen) for *ZEB1* (QT00008555), *PLAT* (tPA) (QT00075761), *CDH1* (E-cadherin) (QT00080143), or *ACTB* (β-actin) (QT01680476) with QuantiNova SYBR Green RT-PCR kits (Qiagen). Relative transcript levels of target genes were normalized to *ACTB* (β-actin).

### Wound-healing migration assay

The wound-healing migration assays were done in serum-starved fibroblasts. Confluent monolayers of cells were wounded with a p20 pipette tip (time 0). Phase-contrast images were taken using an Olympus inverted microscope at time 0 h or 24 h after the scratch wound. Wound areas were evaluated by ImageJ 1.42q software.

### Transwell migration assay

For the transwell migration assay, transwell membranes (8-μm pore size, 6.5-mm diameter; Corning Costar; 3422) were used (45, 55, 56). The bottom chambers of the transwell were filled with indicated CM. The top chambers were seeded with 1.5 × 10^5^ serum-starved fibroblasts per well. After 24 h, the filters were fixed with 4% paraformaldehyde for 10 min at room temperature; subsequently, the cells on the upper side of the membrane were scraped with a cotton swab. Filters were stained with crystal violet for light microscopy. Images were taken using an Olympus inverted microscope, and migratory cells were evaluated by ImageJ 1.42q software.

### Quantitative proteomic analysis of the fibroblasts secretome and data processing

Proteomic experiment was performed in three biological replicates. Serum-free CM from MRC5 cells treated with or without TGF-β1 (10 ng/ml; 48 h) were enriched based upon Strataclean resin (Agilent) and analyzed using LC–MSE (57), to provide estimates of absolute protein concentration with in-depth coverage. Raw data were analyzed and exported into a csv document. Normalization method for each data is first dividing by the sum of each sample, using proteins containing no missing data, then multiplying by 10,000 (6). Minimum values of each column after normalization were used as pseudocounts to replace all the missing data, allowing for a complete statistical analysis (58). Differentially expressed proteins between two groups with *p*  <  0.05 were identified as significant using a two-tailed and unpaired Student's *t* test (details described in supporting information section).

### Statistical analysis and repeatability of experiments

Each experiment was repeated at least twice. Data are presented as mean and SD and compared with two-sample *t* test, Welch two-sample *t* test, Mann–Whitney *U* test, or one-way ANOVA test if appropriate. *p* < 0.05 was considered statistically significant. All data analyses and graphs were done in RStudio (version 3.6.1) or GraphPad Prism (version 8.2.1, GraphPad Software, Inc). Codes are available upon request.

### Data availability

RNA-Seq data have been deposited in the Gene Expression Omnibus database (accession code: GSE163908). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE repository (59) with the dataset identifier PXD025821.

## Supporting information

This article contains supporting information (57).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

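RNA-Seq counts of MRC5 lung fibroblasts in control ATII CM (3 libraries) and in 4-OHT ATII CM (3 libraries) were analysed. Each library was assigned to its group from the sample labels, and the names of the count columns match those in Tables S1 and S2. The authors trimmed the reads with Trim Galore, mapped them to GRCh38 with Hisat2 and counted them with featureCounts, and the values they deposited are raw counts per gene, one column per library, without normalization. The same table gives the length in bases of each gene's merged exons. The counts of 965 of the 966 genes in Tables S1 and S2 are the same as those deposited. The exception, *SOD2*, has values in the paper's table that match the average of the counts of its identifier and a second, overlapping one, rounded down. Other assays of the paper (scratch wound, transwell, Western blot, RT-PCR, proteomics and the 3 public datasets) were not analysed here.

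The table has 58721 lines for 58676 gene identifiers, because 45 identifiers are listed on both X and Y, and the counts of such pairs were added. Gene names and types came from GENCODE release 44, which names 16843 of the 19072 genes tested, and otherwise from the paper's tables or not at all. Positions are those of the deposited table on GRCh38. Library totals ranged from 17691849 to 26389449 counts with a median of 22273931. Depth of this size leaves little counting error for abundant genes, and variation between replicates beyond it had a common dispersion whose square root was 4.36%. Genes with few counts, such as *CDH1* with 4 counts over all libraries, are below what can be compared.

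Genes with at least 10 counts summed over the 6 libraries were tested, as in the paper's methods. Counts were normalized by TMM and tested with edgeR 4.0.16 (R 4.3.3), using the quasi-likelihood test with group as the only term, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. DESeq2 1.42.0, the paper's tool in another version, was run as an alternative. CPM values in the text use TMM-normalized library sizes, and log2 CPM values for scores and components use a prior count of 2. Standard errors of edgeR fold changes were derived from the fold change and the F statistic. Genes named in the text follow a rule: all genes the paper names for this or its other experiments, the 5 up- and 5 downregulated DEGs with the smallest p, the 5 up- and 5 downregulated DEGs with the largest change among those with a mean of at least 1 CPM and groups that do not overlap, *MKI67*, *TOP2A*, *SMAD7* and *NTAN1* from Tables S1 and S2, and members of the fixed gene lists. Results of some genes that fall under this rule are not reported.

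There were 10 gene lists: S phase and G2/M phase genes of the Seurat package, collagen genes by symbol, the proteins of Table 1, the genes of Table S7, and hand-written lists of fibroblast migration, MAPK output, cholesterol synthesis, YAP/TEAD target and epithelial marker genes. Lists, tests, the naming rule and most alternatives were set after reading the paper with Tables S1 to S4 but before the data were examined, so that list members named in those tables are not independent evidence. Lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the lists, beside fry and camera with an estimated correlation. FOXO, p53 and NF-kB target lists, 3 in all, were added later, before the values of their members were looked at, and adjusted among themselves. GSVA scores were computed with gseapy 1.3.1 (Python 3.11.15), and the difference between groups was tested by an exact two-sided permutation test, whose smallest p for 3 libraries against 3 is 0.1.

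Transcripts were aligned with minimap2 2.31 to the 261 alternate contigs of the assembly. A gene was taken to have an alternate-contig copy where at least 90% of a transcript aligned there with at least 98% identity. Transcripts of other genes that covered at least 50% of a named gene's transcript with at least 95% identity were taken as near-identical. For a correction of GC content and gene length, each library's deviation from the mean over libraries was fitted on genes with a mean log2 CPM above 3 with splines of 5 degrees of freedom for each property, and the fit was removed as an offset. GC values were found for 18962 of the 19072 genes (99.4%). Depth was checked by thinning all libraries at random to the smallest total.

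The tests were checked on simulated counts drawn from the real means and library sizes. Of 200 changed genes among 18668, edgeR called 184 with 8 unchanged genes, DESeq2 179 with 3, limma-voom 184 with 4, and edgeR with a block 186 with 5. The planted changes were larger than those of most DEGs and lay in genes with many counts, so smaller changes were not covered. Camera and camera with an estimated correlation called 10 of 10 shifted and 0 of 10 unshifted lists among 18709 genes, and fry called 10 and 1. Simulated genes varied independently and all genes of a shifted list moved by the same amount. The result therefore does not cover lists whose genes vary together. With a trend on GC content and length planted in 1 library over 19072 genes, the correction took the Spearman correlation with length from -0.572 to -0.00611 and the number of changed genes called from 174 to 189 of 200, with 12 unchanged genes called.

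Alternatives were DESeq2, limma-voom, DESeq2's size factors or upper-quartile scaling in edgeR, edgeR's filterByExpr, no filter, a block for the replicate number (with edgeR and with DESeq2), each library left out in turn, stricter thresholds, and for the GSVA score a Poisson kernel, a mean z-score and sign flips within replicate numbers. Whether the replicate numbers pair the samples was checked from the correlation of their deviations from the group means.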

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

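All tests of explanations in this part, their expected outcomes included, were chosen after the results were seen, while the members of the FOXO and p53 target lists were written down before their values were looked at.

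The paper does not discuss the cell cycle in these fibroblasts, although Table S4 opens with mitotic cell cycle terms, and cell cycle genes gave the largest change of any list. It does report that CM of RAS-activated cells had no effect on the viability of MRC5 cells, an assay that was not analysed here. The median log2 fold change of the 54 G2/M phase genes was -0.47 in 4-OHT ATII CM, with 53 of 54 lower, and 45 of them were downregulated DEGs (47 adjusted over the list alone). For the 42 S phase genes tested the median was -0.28, with 37 lower and 18 downregulated DEGs (31 adjusted over the list alone). No gene of either list was an upregulated DEG. *MKI67* (ENSG00000148773, chromosome 10 of GRCh38, 128096659 to 128126385) fell from 41.5 ± 4.60 CPM to 24.2 ± 0.896 CPM (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.0699, adjusted p = 1.01e-05 from edgeR). *CCNB1* and *TYMS*, members of the lists, had log2 fold changes of -0.53 and -0.37, and exons of *TYMS* overlap those of *ENOSF1* on the opposite strand. Of the genes in the lists, 44 G2/M and 16 S phase genes are in the paper's tables of DEGs, so the fall is in the paper's results as well.

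A further 3 lists were lower as well. The median was -0.14 for the 22 YAP/TEAD target genes (8 down and 1 up among DEGs, 12 and 2 adjusted over the list alone), -0.15 for the 10 MAPK output genes (3 down and 1 up, 5 and 1 adjusted over the list alone) and -0.079 for the 23 cholesterol synthesis genes (3 down and 0 up, also adjusted over the list alone). *CCND1* and *DUSP6* of the MAPK output list fell by 0.15 and 0.19 on the log2 scale and *PHLDA1* rose by 0.29. *CCN1* of the YAP/TEAD list fell by 0.18. Exons of *CCND1* overlap *LTO1* and those of *DUSP6* overlap ENSG00000274021, both on the opposite strand. The calls of *DUSP6* and *CCN1* were lost under 5 and 4 of the alternatives.

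Camera with the preset correlation called 7 of the 10 lists, with adjusted p values of 2.13e-51 (G2/M), 2.87e-19 (S phase), 1.16e-05 (YAP/TEAD), 0.00100 (cholesterol), 0.00670 (MAPK), and those given in the text for fibroblast migration and the proteins of Table 1. Of these 7 calls, 6 hold under fry (not cholesterol, adjusted p = 0.0507), and 2 hold with an estimated correlation, G2/M and YAP/TEAD (both 0.0348). In each of the 5 lists, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave a p as small as the observed one, and with 10 splits the share cannot go below 0.1, so an unlucky grouping of libraries and an effect of the CM cannot be told apart by the splits alone. Each of the other splits sets 2 libraries of 1 group and 1 of the other against the reverse, and so keeps a part of any real difference. Of these 9 splits, 9 (G2/M), 7 (S phase), 4 (YAP/TEAD), 4 (cholesterol) and 0 (MAPK) gave an unadjusted camera p below 0.05. For the cholesterol synthesis genes the smallest of them, 0.000915, was close to the real 0.000400. For the G2/M genes the same values were 1.96e-17 and 2.13e-52. The collagen genes had an unadjusted camera p of 0.930 in the real split. In 7 of the 9 other splits their p was below 0.05, and the smallest was 3.79e-07. A kept part of a real difference is therefore not the only source of small p values in the other splits.

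Several technical causes are argued against by the tables. Removing each library's trend on GC content and gene length left medians of -0.49 (G2/M), -0.28 (S phase), -0.14 (YAP/TEAD), -0.16 (MAPK) and -0.073 (cholesterol), and all 5 lists were still called by camera. Thinning all libraries to the smallest total gave -0.50, -0.29, -0.15, -0.16 and -0.080, also with all 5 called, so neither a trend of this kind nor the lower depth of the control libraries is the whole cause. Epithelial cells or their RNA carried over with the CM would bring keratins with them. The summed level of *KRT7*, *KRT8*, *KRT18* and *KRT19* differed by -1.93% (95.3 ± 3.32 CPM in control ATII CM and 93.5 ± 3.36 CPM in 4-OHT ATII CM, SD, n = 3), while the summed G2/M genes differed by -17.5% and the S phase genes by -14.5%. *KRT8* and *KRT18* had 4481 and 7083 counts in all, and their source was not measured, since no library is of MRC5 cells without ATII CM. If they are largely the fibroblasts' own, they would hide a small share of epithelial RNA. *EPCAM* had only 48 counts and *CDH1* 4 over all 6 libraries. The other genes of the epithelial list differed by more in percent, -18.9%, on a summed level of only 2.18 ± 0.228 CPM in control ATII CM and 1.77 ± 0.394 CPM in 4-OHT ATII CM (SD, n = 3), so a small difference in epithelial RNA is not ruled out. The 4-OHT left in the CM could act on the fibroblasts directly. If it blocked sterol synthesis there, the cholesterol synthesis genes would be expected to rise, and their median in the voom values was -0.081. Other direct effects of 4-OHT on fibroblasts were not tested, because all 3 libraries of 1 group and none of the other had this drug upstream.

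A candidate explanation on the biological side is weaker growth factor signaling in the fibroblasts, which would raise FOXO target genes. The median of the 15 FOXO target genes was 0.18, with 12 of 15 higher and 8 up- and 0 downregulated DEGs, among them *KLF9* and *PIK3IP1* (log2 fold changes of 0.36 and 0.31, with exons of *PIK3IP1* overlapping *PIK3IP1-DT* on the opposite strand). The adjusted p was 8.21e-07 with camera, 0.00116 with fry and 0.0498 with an estimated correlation, the weakest of all its alternatives, and with the GC and length trends removed the median was 0.17. Of the 10 splits, 1, the real one, gave a camera p as small. Lower cholesterol synthesis and MAPK output genes point the same way but were not tests of it. This remains a hypothesis, since it was formed and tested on the same libraries.

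For p53 activation the tables leave it open. The 18 p53 target genes had a median of 0.035, with 14 higher and 2 upregulated DEGs, *BTG2* (not a DEG in 8 of its 17 alternatives) and *TP53INP1*, and the adjusted p was 0.0108 with camera, 0.00116 with fry and 0.0657 with an estimated correlation, and 1 of the 10 splits gave a p as small. *MDM2* and *CDKN1A*, whose log2 fold changes were -0.053 and 0.060, were not DEGs, except *CDKN1A* without control ATII CM replicate 2 (0.085, adjusted p = 0.0263, from 0.0263 to 0.805 over its alternatives). Exons of *MDM2* overlap the gene *CPM* and those of *CDKN1A* overlap *DINOL*, both on the opposite strand. By the rule that camera, fry and the estimated correlation must all pass, a small p53 response can therefore not be told apart from none. This rule was tightened after the values were seen, for the FOXO, p53 and NF-kB lists alike. Camera and fry alone would have called the p53 target genes higher. Whether the CM of RAS-activated cells carries a signal that slows the fibroblasts or is poorer in nutrients because those cells consumed more was not tested, and neither was cell density as a source of the YAP/TEAD change.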

How the results depend on the processing

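In this part 3 alternatives were chosen after seeing the data: leaving out genes with an alternate-contig copy, averaging lines with the same gene name in DESeq2, and the correction for GC content and length. The FOXO, p53 and NF-kB lists were also added then.

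The number of DEGs stayed within 1.5 times 1090 with DESeq2 (959), limma-voom (1132), DESeq2's size factors (1098), upper-quartile scaling (1095), filterByExpr (1172), no filter (1601, of which 875 were upregulated against 563), without alternate-copy genes (1221), with averaged names (960) and after the GC and length correction (1323). Of the DEGs with each of these settings, between 898 (DESeq2) and 1079 (no filter) were also among the 1090. An adjusted p below 0.01 left 525 DEGs (279 up, 246 down), and at least a 1.5-fold change left 92 (28 up, 64 down). Across the 6 fits that each left out 1 library, the number ranged from 533 to 1530, with 289 to 696 upregulated and 244 to 834 downregulated. It was 663 without control ATII CM replicate 3, 615 without 4-OHT ATII CM replicate 3 and 533 without 4-OHT ATII CM replicate 2, and without 4-OHT ATII CM replicate 1 only the downregulated DEGs, 349, moved by more than 1.5 times. It rose to 1530 (834 down) without control ATII CM replicate 2, the library farthest from its group.

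Replicate numbers 1 to 3 did not pair the samples. Libraries with the same number had deviations from their group means that correlated from -0.104 to -0.0145 over 9691 genes. With the number as a block, edgeR gave 985 DEGs (502 up, 483 down) and changed the call of none of the genes followed one by one. DESeq2 with the block gave 389 (205 up, 184 down) and changed the call of 11 of these genes. With the block the median of the fibroblast migration genes was 0.030 (adjusted p = 0.0535). Sign flips of the GSVA score within replicate numbers gave an exact p of 0.25, the smallest that 3 pairs allow.

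*ACTA2* stayed above the threshold in all 17 alternatives, and *COL1A1* did not. The log2 fold change of *COL1A1* was -0.093 with limma-voom, -0.095 with filterByExpr, -0.084 with no filter and -0.092 without alternate-copy genes, each time past the threshold, and ranged from -0.14 to -0.070 when 1 library was left out, with only the fit without control ATII CM replicate 2 past it. The adjusted p went from 1.8e-05 to 0.305 over these alternatives. Of the 56 other genes followed one by one, 31 kept their side of the threshold and direction in all alternatives other than the stricter thresholds, which were not applied to single genes. Of 928 values for these genes, 87 changed: 78 weaker, 9 stronger and 0 reversed. Leaving out a library accounted for 55 of the changes.

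Among the lists, G2/M phase, YAP/TEAD target, TGF-β induced and FOXO target genes kept their direction and side of the threshold in all alternatives. An estimated correlation took the S phase (-0.28), fibroblast migration (0.030), Table 1 (0.044), MAPK output (-0.15), cholesterol synthesis (-0.081) and p53 target genes (0.036) past the threshold to the other side, with adjusted p values of 0.0834, 0.136, 0.134, 0.0939, 0.216 and 0.0657. Fry lost the cholesterol synthesis genes (-0.081, adjusted p = 0.0507, from 0.000227 to 0.216 over the alternatives) and gained the epithelial marker genes (-0.22, 0.0128, from 0.0128 to 0.406) and the NF-kB target genes (0.039, 0.0217, from 0.0217 to 0.366). DESeq2's size factors (0.028, adjusted p = 0.0529) and filterByExpr (0.027, 0.107) also lost the fibroblast migration genes, whose median ranged from 0.0042 to 0.039 with 1 library left out. Table 1 genes ranged from 0.024 to 0.058, and lost their call without control ATII CM replicate 2 (0.056, adjusted p = 0.289). For the collagen genes the range was -0.066 to 0.012. Their median was -0.066 without control ATII CM replicate 2, where camera called them (adjusted p = 0.0194, from 0.0194 to 0.976 over the alternatives), and reversed to 0.012 without control ATII CM replicate 3 (0.328). Except where stated, the cause of these changes was not tested. The fibroblast migration GSVA difference kept its direction in all alternatives, from 0.282 to 0.664, but no setting could reach a p below 0.1. The highest value, 0.664, came from counts that were not scaled for library size.

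Depth limits the genes with few counts. Of the 22 DEGs with at least a 2-fold change, 14 had a library above 3 counts in both groups.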

Differences from the paper's values

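The log2 fold change of *CUTA* was -2.56 against the paper's -0.0154 (the paper's standard error 0.0688). None of the alternatives set before the data were examined closed the gap, with values from -3.01 without control ATII CM replicate 2 to -2.23 without control ATII CM replicate 1, and -2.55 with DESeq2. Of the 38 genes in Tables S1 and S2 whose log2 fold changes were compared, *CUTA* was the only 1 that differed by more than the larger of both standard errors. In each compared gene the paper's log2 fold change was smaller in size than that with DESeq2. Examples are 2.30 against 3.34 for *NTAN1* and 0.521 against 0.528 for *SULF1*. Shrunken fold changes could give such a pattern, but the paper's text does not state whether its values were shrunken. No cause of the gap in *CUTA* was tested.

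The paper's tables call *ZEB1* upregulated. Its log2 fold change was 0.11 (adjusted p = 0.0719 from edgeR), and it was called with DESeq2, the tool the paper's methods name (adjusted p = 0.0411), limma-voom (0.0414) and no filter (0.0236), and with DESeq2 on averaged gene names (0.0412), which was chosen after seeing the values. The range over all alternatives was 0.0236 to 0.306. Of the paper's 966 DEGs, 61 were not called with edgeR, while DESeq2 did not call 7 and DESeq2 with averaged gene names 6. The 959 and 960 genes that these 2 fits called are all in the paper's tables.

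*FN1* and *COL6A3* are in neither of the paper's tables of DEGs and were called here as downregulated with edgeR but not with DESeq2, and *BTG2*, also in neither, was called as upregulated with edgeR but not with DESeq2. For *SOD2* the counts in the paper's table are near 50 percent of those deposited, 1899 against 3798 in control ATII CM replicate 1, and match the average of 2 identifiers rounded down. The paper's text places collagen-containing ECM among the biological process terms, and its Table S3 lists the term under cellular component. The paper states a p below the 0.05 threshold for the GSVA score, and the exact permutation test of the score from another gene list gave 0.1, the smallest value it can give.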

Other observations

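The edgeR tests of single genes, camera on the 10 gene lists, and most of their alternatives were set before the data were examined. All other tests in this part were chosen after the results were seen. These include the splits, the thinning, the correction for GC content and length, and the tests of NF-kB target genes.

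Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many DEGs. The 9 other splits gave 0 or 1 DEG each, with 466 to 931 genes at an unadjusted p below 0.05, against 3306 for the real split. Each of them mixes libraries of both groups, so the real difference adds to the variation within its groups and lowers the number of calls. Their counts are therefore no measure of how many DEGs would arise by chance. Thinning all libraries to the smallest total left 966 DEGs, of which 899 were among the 1090 and 836 are in the paper's tables, so the difference in depth between the groups is not the cause of most calls. That this count equals the paper's is a coincidence. A camera p as small as the observed one was given by 1 of the 10 splits for the fibroblast migration genes and for the proteins of Table 1, by 3 for the epithelial marker genes and for the TGF-β induced genes, and by 9 for the collagen genes.

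In libraries of MRC5 cells, counts of some genes varied widely between replicates of the same group. Of 12430 genes with at least 200 counts, 62 had a coefficient of variation above 50% in 1 of the groups. A copy on an alternate contig was found for 43 of the 62 (69.4%) and for 78 of the 12368 others (0.631%), an odds ratio of 352 (Fisher's exact test, p = 2.54e-75). Of the 62, 6 lie in the pseudoautosomal regions, where 8 genes had this many counts, 1 of these 6 also has an alternate copy, and 14 of the 62 have neither. *HRAS*, for example, chosen after its values were seen, had 41, 27 and 45 counts in control ATII CM and 122, 329 and 7 in 4-OHT ATII CM. A candidate explanation is that reads of these genes map equally well to 2 places and are kept or lost in a way that differs between libraries. Most genes with such a copy were not affected, as 35.5% of the 121 with at least 200 counts varied in this way. Of the 62 genes, 7 were DEGs. Among the 22 DEGs with at least a 2-fold change 8 had an alternate copy, and among the other 1068 DEGs 4 (Fisher's exact test, p = 3.14e-12), so large changes in this table may often be of this kind. No biological explanation was tested.

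Control ATII CM replicate 2 had lower values for long genes than the other control libraries. Across 9685 genes, its deviation from the mean of the other two correlated with the log of exon length with a Spearman coefficient of -0.402. The same measure was 0.356 and 0.176 for control replicates 1 and 3 and 0.0127, -0.0203 and 0.0105 for 4-OHT replicates 1 to 3, and genes are not independent replicates. The median deviation was 0.057 (log2) in the tenth of genes with the shortest exons and -0.12 in the tenth with the longest. Thinning all libraries to its total left -0.396, which argues against its smaller size as the cause, and with GC content held fixed the partial correlation was -0.368, which argues against GC content. Fragmented RNA or another step in making this library could give such a trend and was not tested. Without this library *COL1A1* was a downregulated DEG with a log2 fold change of -0.14, and after the trends on GC content and length were also removed it was -0.091 (adjusted p = 0.000144 from edgeR, where the alternatives of *COL1A1* range from 1.8e-05 to 0.305), so these trends are not its whole cause. For the collagen genes, which camera also placed lower without this library (median -0.067), removing the trends left a median of -0.010, and camera no longer set them apart. The trends are therefore a candidate explanation for that change, because collagen genes are long.

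*C3* (ENSG00000125730, chromosome 19 of GRCh38, 6677704 to 6730562), a complement gene, rose from 0.786 ± 0.123 CPM to 1.65 ± 0.316 CPM (SD, n = 3 each), and NF-kB could raise it. The median log2 fold change of the 16 NF-kB target genes tested was 0.039, with 10 higher and 6 lower, 1 upregulated DEG (*IRF1*, whose exons overlap *IRF1-AS1* on the opposite strand) and 0 downregulated ones. The adjusted p was 0.220 with camera, 0.0217 with fry and 0.258 with an estimated correlation, and 3 of the 10 splits gave a camera p as small, so a small NF-kB response and none cannot be told apart.

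The paper studies *ZEB1*, *PLAT*, *SPARC* and *CDH1* in other experiments. In MRC5 cells, *ZEB1* (ENSG00000148516, chromosome 10 of GRCh38, 31318495 to 31529814), whose exons overlap *ZEB1-AS1* on the opposite strand, was at 295 ± 9.40 CPM in control ATII CM and 319 ± 4.97 CPM in 4-OHT ATII CM (SD, n = 3 each). *PLAT* (ENSG00000104368, chromosome 8, 42175233 to 42207724) was at 401 ± 15.2 CPM and 420.5 ± 9.58 CPM, a log2 fold change of 0.067 (adjusted p = 0.349 from edgeR). *SPARC* (ENSG00000113140, chromosome 5, 151661096 to 151687165), whose exons overlap *CLMAT3* on the opposite strand, was abundant at 3538 ± 44.8 CPM and 3486 ± 40.4 CPM, a log2 fold change of -0.021 (adjusted p = 0.711). *PLAT* and *SPARC* stayed above the threshold in all alternatives, with adjusted p values from 0.287 to 0.851 and from 0.492 to 0.999. Of the 17 epithelial marker genes, 8 were tested, 0 of them DEGs also when adjusted over the list alone, and the median was -0.16 (camera, adjusted p = 0.231).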
